# Behaviorally Activated mRNA Expression Profiles Produce Signatures of Learning and Enhanced Inhibition in Aged Rats with Preserved Memory

**DOI:** 10.1371/journal.pone.0083674

**Published:** 2013-12-13

**Authors:** Rebecca P. Haberman, Carlo Colantuoni, Ming Teng Koh, Michela Gallagher

## Abstract

Aging is often associated with cognitive decline, but many elderly individuals maintain a high level of function throughout life. Here we studied outbred rats, which also exhibit individual differences across a spectrum of outcomes that includes both preserved and impaired spatial memory. Previous work in this model identified the CA3 subfield of the hippocampus as a region critically affected by age and integral to differing cognitive outcomes. Earlier microarray profiling revealed distinct gene expression profiles in the CA3 region, under basal conditions, for aged rats with intact memory and those with impairment. Because prominent age-related deficits within the CA3 occur during neural encoding of new information, here we used microarray analysis to gain a broad perspective of the aged CA3 transcriptome under activated conditions. Behaviorally-induced CA3 expression profiles differentiated aged rats with intact memory from those with impaired memory. In the activated profile, we observed substantial numbers of genes (greater than 1000) exhibiting increased expression in aged unimpaired rats relative to aged impaired, including many involved in synaptic plasticity and memory mechanisms. This unimpaired aged profile also overlapped significantly with a learning induced gene profile previously acquired in young adults. Alongside the increased transcripts common to both young learning and aged rats with preserved memory, many transcripts behaviorally-activated in the current study had previously been identified as repressed in the aged unimpaired phenotype in basal expression. A further distinct feature of the activated profile of aged rats with intact memory is the increased expression of an ensemble of genes involved in inhibitory synapse function, which could control the phenotype of neural hyperexcitability found in the CA3 region of aged impaired rats. These data support the conclusion that aged subjects with preserved memory recruit adaptive mechanisms to retain tight control over excitability under both basal and activated conditions.

## Introduction

Significant variability characterizes cognitive outcomes in aging populations. Many individuals experience cognitive difficulties that typically emerge as mild memory deficits but can progress to greater impairment than expected for a person’s age and eventually to clinical dementia. However, a significant proportion of the elderly maintain a high level of cognitive function, including intact memory, well into old age [1,2]. Two concepts predominate in current views on the basis for preserved cognitive function in aging: Brain maintenance and cognitive reserve. Brain maintenance refers to the idea that intact capacity depends on abrogating or delaying age-related changes in brain systems that typically lead to decline [2]. By that view, a high level of cognitive function has a similar basis in brain function, irrespective of chronological age. The idea of cognitive reserve centers around a robust capacity of brain networks and cognitive resources to compensate for the neurobiological effects of aging on the brain. Reserve varies among individuals, may be susceptible to environmental influences, and results in varied aging outcomes [3]. While evidence for both of these perspectives can be found in the literature on human aging [2], direct examination of brain neurophysiology, which can be best performed in animal models, can provide significant additional insight into the basis for individual differences in aging. 

Aged Long Evans rats exhibit naturally occurring individual differences in cognition, including rats with impairment and aged cohorts with proficient performance on behavioral tasks assessing spatial memory [4]. Optimal performance in these assessments used to characterize individual differences depends upon intact function of the medial temporal lobe (MTL), a system that also supports episodic memory in humans, representing one of the earliest affected domains in age-related cognitive decline [5]. The Long Evans rodent model has provided a particularly extensive neurobiological characterization of the memory-impaired phenotype [6].

Accumulated work in this model has focused attention on the CA3 subfield of the hippocampus, which exhibits age- and memory-related neurophysiological alterations affecting circuit properties. Reduced perforant path synaptic innervation of the CA3 region, which provides the major cortical input to this region, and increased firing rates of CA3 pyramidal neurons are associated with specific neural encoding deficits and impaired behavioral performance in aged rats [7,8]. Correlates of these alterations have been identified in human studies using analogous cognitive assessments and functional magnetic resonance imaging (fMRI). Aged humans and individuals diagnosed with amnestic mild cognitive impairment (aMCI), a condition in which memory is worse than expected for a person’s age, show increased CA3/DG BOLD signal when performing a memory task that places demands on the encoding properties of these circuits [9,10]. Targeting CA3 hyperactivity with a pharmacological therapy, first in aged impaired rats and then in both a mouse model of Alzheimer’s disease and in humans with aMCI, has demonstrated improved memory performance in all three settings [11-13] emphasizing the translational value of this model. 

Recently we examined gene expression profiles in the CA3 hippocampal subfield of behaviorally characterized young and aged rats under basal (homecage) conditions [14]. In aged impaired rats, we detected mRNA signatures that could contribute to neurophysiological features noted above. In particular, we observed reduced expression in aged rats with behavioral impairment of genes underlying synaptic inhibition, consistent with increased neuronal firing rates recorded from principal CA3 pyramidal cells. Furthermore, using principal component analysis to provide a broad perspective on individual differences among the aged rats, we found that CA3 gene expression profiles not only distinguished aged rats with intact memory from aged impaired subjects but also distinguished the unimpaired aged rats from young. Indeed, we identified and then independently confirmed specific genes with distinctive expression in aged rats with intact cognition (i.e. genes that were differentially expressed in aged unimpaired relative to both young and aged impaired), suggesting that preserved cognition is not simply attributable to brain maintenance but instead might involve mechanisms to actively oppose impairment-related alterations in key memory circuits.

Although gene expression profiles of the CA3 region in the basal condition were notable for distinguishing the aged rat phenotypes with respect to cognitive outcome, prominent age-related deficits in neural function within the CA3 appear during active encoding of new information [6,8]. New learning induces dynamic regulation of hippocampal gene expression, which is critical to long-term synaptic plasticity and long-term memory [15-17]. We previously demonstrated that this requirement applies to the CA3 subfield in young rats trained in a spatial memory task [18]. Here we extend that approach to employ gene expression profiling of the CA3 region in aged rats characterized for intact or impaired memory using the same behavioral induction protocol previously employed with young adults [18]. The distinctive expression patterns exhibited by aged intact rats, compared with our previously published data on young adults under the same task conditions, allows a further examination of the brain maintenance hypothesis. 

## Results

### Behavioral characterization and induction training of aged rats

All rats (aged 24 months) were assessed in a standardized protocol used for behavioral characterization in this model to generate a learning index (LI) for each rat (see methods and [4]). The protocol consisted of 8 days of hidden-platform watermaze training with interpolated probe trials. The LI is a weighted score derived from probe trial performance and is a robust measure of individual differences in spatial memory using this model [4,19,20]. Aged rats performing within the normative range of young adults at 6 months of age (LI <240) were designated aged unimpaired (AU) while those performing outside the normal range of young adults (LI >240) were considered aged impaired (AI). Sixteen AU and 16 AI rats were used in the current study. 

Approximately 1 month after the completion of initial behavioral characterization, all AI and AU rats were trained in a protocol that we previously used to induce gene expression in young adult rats [18]. This training occurred in a novel environment with the water maze located in a different building. In a single session, all rats were given 8 trials (8 min. inter-trial interval) to swim to a visible platform. AU and AI rats were assigned to one of two versions of the 8-trial protocol, designated spatial and non-spatial, such that half the rats performed the task in the presence of prominent extra-maze cues surrounding the pool with a fixed platform location (spatial, S), which rendered explicit spatial information relevant to task performance but not required to escape proficiently by swimming to the visible platform. The other half performed a control task (designated non spatial, NS) in which the platform was moved to a different location on each trial to make its position in the environment irrelevant in the task. In the control task the prominent extramaze cues were also removed to further minimize spatial information in the novel environment. In assigning rats across S or NS conditions (shown in Figure 1A), learning index scores were matched as confirmed by statistical analysis (a 2 x 2 ANOVA indicated a main effect for cognitive phenotype [AU LIs were lower than those for AI, F(1, 28), = 84.17, p = 0.001] but no interaction between phenotype and training condition). Because the platform was visible across both training conditions in this induction protocol, rats spent an equivalent amount of time in the pool as measured by escape latency [F(3, 31) = 0.817. p = 0.495], thus equating motoric output and stress conditions across groups, irrespective of cognitive status or training condition. Statistical analysis of the training trial data also showed that aged rats improved their performance in swimming to the visible platform across training trials [F(1,28) = 15.55, p=0.001], and there were no differences as a function of aged phenotype (AU vs AI), training protocol (S vs NS) or interactions among those factors (data not shown). 

**Figure 1:**
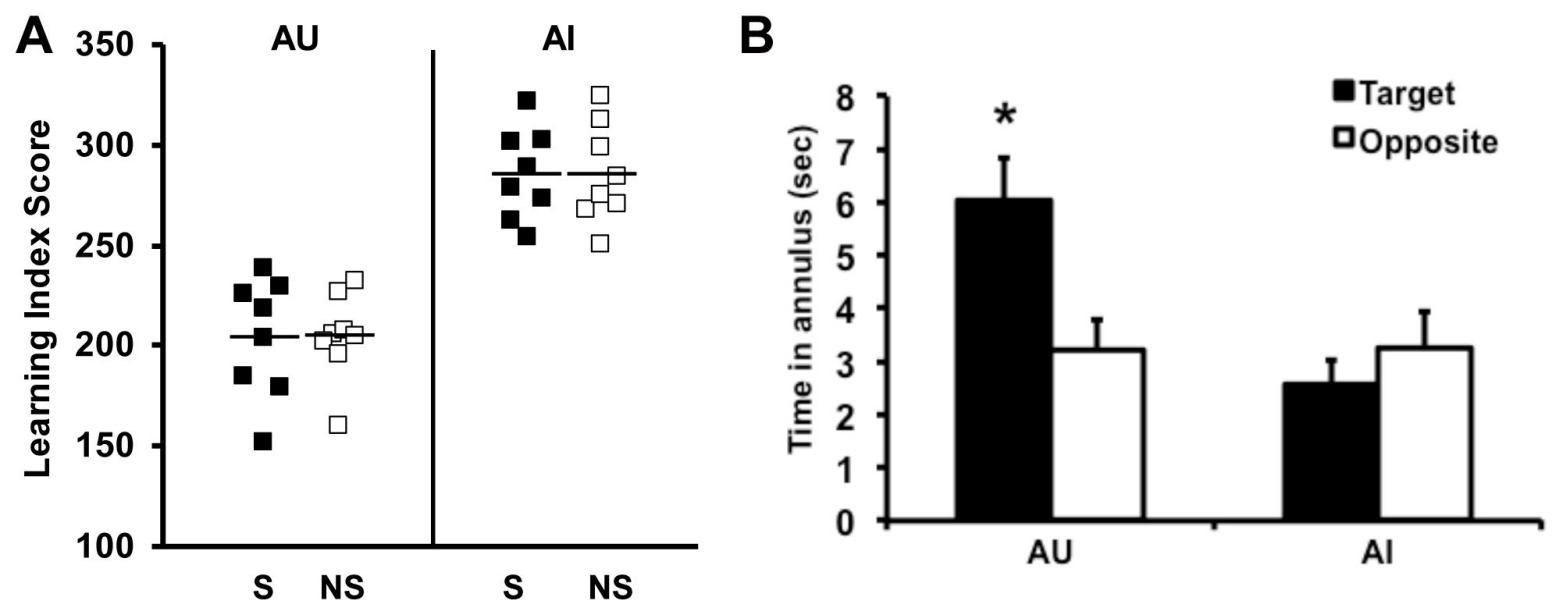
Behavioral characterization and induction training. **A**. Behaviorally characterized aged unimpaired (AU) and aged impaired (AI) rats were assigned to spatial (S) or non-spatial (NS) training conditions. S and NS groups were matched for learning index within each cognitive phenotype. Group mean is represented by horizontal dash. N=8 per group. **B**. During a probe trial administered 1 hour after the end of induction training, AU rats trained in the spatial condition showed a search bias for the platform location. For AU-S rats, time spent in target annulus was significantly greater than time spent in the opposite annulus (*, paired t-test, p=0.039) while no significant spatial bias was seen for AI-S rats (p=0.258). Error bars represent SEM.

One hour after training (and just prior to sacrifice) rats were given a probe test in the absence of the platform to assess memory for the escape location. AU rats in the S training condition spent significantly more time in the immediate vicinity of the target location compared to a control area in the opposite quadrant of the pool, demonstrating a spatial bias, [t(7) = 2.52, p=0.039 (Figure 1B)]. In contrast, no spatial bias was seen for the AI rats [t(7) = 1.23, p=0.258] consistent with the initial behavioral characterization for those rats. Thus AU rats in the current experiment, similar to young adult rats trained in the same protocol [18], exhibited spatial learning that was incidental to task contingencies when a visible platform remained in the same escape location. As expected, rats trained in the NS condition, irrespective of original behavioral characterization, showed no spatial bias to the designated target platform location used in the spatial version of the induction protocol (data not shown). 

### Microarray analysis of CA3 gene expression

The induction protocol used here was previously demonstrated to produce a robust signal in the CA3 region of the hippocampus in young adult rats [18]. In the current experiment, CA3 mRNA, from tissue dissected immediately after probe trial completion (approximately 2 hours after task onset) was analyzed on Affymetrix Rat 230-2.0 arrays for all AU and AI subjects, with each array measuring mRNA levels from a single subject. 

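The Affymetrix rat array carries probesets, which are groups of short probes placed mostly near the 3′ end of a transcript, and the signal of a probeset rises with the amount of its mRNA. RNA from CA3 was measured in 31 rats aged 24 months with 1 array per rat. The spatial task (S) was given to 8 AU and 8 AI rats and the non-spatial task (NS) to 8 AU and 7 AI rats, all with 8 training trials, and tissue was taken about 2 hours after task onset. The values used here were made by the authors with gcRMA, which corrects background, equalizes the arrays and summarizes the probes of each probeset on a log2 scale. The table holds probesets with a mean of at least 5.00 over the 31 arrays, so a lower limit of 4 on the mean removed none of them. Array medians lay between 8.97 and 9.14 and the mean correlation of an array with the others between 0.981 and 0.989. Arrays give no counts, and the number of rats limits the precision. A single gene was named for 12242 probesets, which cover 9037 genes, and 3669 probesets were left unnamed. In gene lists the brightest probeset stands for a gene, while the largest differences were sought over probesets. Groups were compared with limma, and p-values were adjusted over all probesets by the Benjamini-Hochberg method. The array also carries control probesets at the 3′ and 5′ ends of Gapdh and beta-actin, and a larger 3′ minus 5′ difference is a sign of shorter RNA. That difference averaged 1.45 ± 0.10 (SD, n = 16) in AU rats and 1.59 ± 0.13 (SD, n = 15) in AI rats on the log2 scale (two-sided permutation test, p = 6e-04). AU minus AI was -0.18 after NS training (exact permutation test, p = 0.00435) and -0.11 after S training (exact permutation test, p = 0.0502). Taken apart after S training, AU minus AI was -0.03 for Gapdh (p = 0.39) and -0.18 for beta-actin (p = 0.0232), and for the hexokinase control probesets, added after the data were seen, it was -0.40 (p = 0.000777), all by exact permutation.

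**Figure D1:**
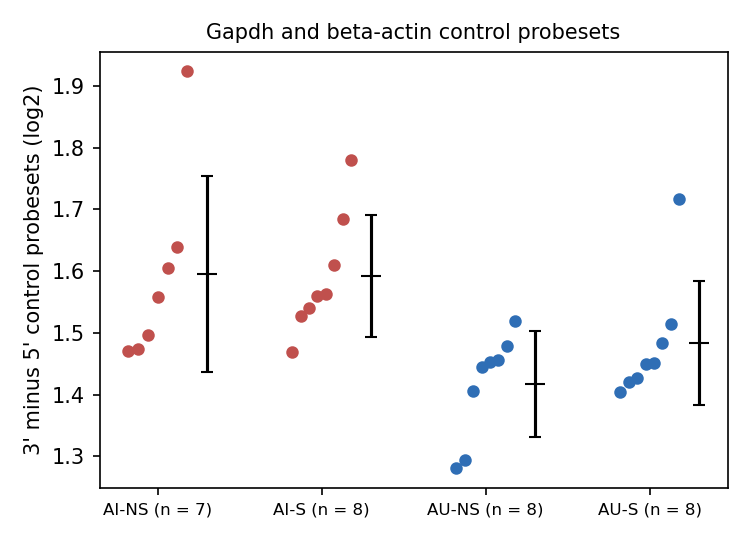
The 3′ minus 5′ log2 difference of the Gapdh and beta-actin control probesets (vertical axis), with 1 point per array, in the AI-NS, AI-S, AU-NS and AU-S groups. Bars are the mean and SD. The highest array is an AI-NS array at 1.92, and the highest AU-S array is at 1.72.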

Rat 230-2.0 arrays include more than 31,000 probesets to interrogate approximately 28,000 genes. Data were analyzed using a standardized procedure that includes quality control analysis, gcRMA normalization and a low expression cut-off employed to remove genes with extremely low or no expression (see methods for details). Quality control analysis identified one outlier array, which was removed for all subsequent analyses. Multi-dimensional scaling (MDS) and Principle Component Analysis (PCA) are unsupervised analysis tools that assess broad gene expression patterns across arrays. Data from these analyses can be represented in two-dimensional plots in which each dot represents a single array/subject and arrays with more similar expression patterns are located closer in proximity. 

Using the behavioral performance as a guide to direct gene expression comparisons, we first looked for differences between the expression profiles of AU and AI rats trained in the spatial condition of the induction protocol prior to sacrifice (AU-S v AI-S). Because the AU-S subjects showed clear evidence of performance based on spatial information while the AI-S did not, we expected learning induced expression to differentiate these two subject groups. 

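Whole profiles of AU-S and AI-S rats lay slightly farther apart than profiles within a group. With 1 minus the Pearson correlation over all probesets as the distance between arrays, the mean distance was 0.0146 between AU-S and AI-S rats and 0.0136 within the groups. The AU-S arrays were closer to each other (0.0132) than the AI-S arrays were (0.0140). Of 8 AU-S arrays, 6 were nearer on average to the other AU-S arrays than to the AI-S arrays, and of 8 AI-S arrays, 6 were nearer to the other AI-S arrays. The AI-S arrays nearer to AU-S were replicates 1 and 7. The difference between and within groups was 0.00104 (one-sided exact permutation test, p = 0.0199). Without AU-S replicate 1, 3 or 5 the exact permutation p was 0.0552, 0.0702 or 0.0586.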

Global analysis by MDS and PCA indicated that mRNA profiles largely grouped the arrays by cognitive phenotype (Figure 2A and Figure S1A) with AU-S subjects predominantly clustered together. One AI-S subject appeared to cluster with AU-S arrays (arrow) and subsequent examination found this subject to have a LI score (254) near the cut-off between AU and AI (LI=240). Significance Analysis in Microarray (SAM), which utilizes planned comparisons to determine how many and which genes exhibit differential expression between the groups, found over 250 probesets differentially expressed between AU-S and AI-S rats using stringent criteria [Figure 2B; false detection rate (FDR) of 0.1; gray shaded areas represent differentially expressed genes], with the vast majority of those genes increased in AU-S subjects relative to AI-S, consistent with the expectation of learning induced gene expression in AU rats. 

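After spatial training, 63 probesets were higher and 4 were lower in AU-S than in AI-S rats at an adjusted p under 0.1 from limma (n = 8 per group), and 1985 had an unadjusted p under 0.05. Cd2bp2, which takes part in assembly of the spliceosome, was higher by 0.65 on the log2 scale (SE 0.08, adjusted p = 0.00249), and all 8 AU-S rats lay above the AI-S mean. Pdha1, the catalytic alpha subunit of the pyruvate dehydrogenase that feeds the citric acid cycle, was higher by 0.39 (SE 0.06, adjusted p = 0.0260). Nup50, a nuclear pore protein, was higher by 0.39 (SE 0.06, adjusted p = 0.0272), Gmcl1 by 0.52 (SE 0.09, adjusted p = 0.0414), and Rbm18, an RNA-binding protein, by 0.29 (SE 0.05, adjusted p = 0.0476). Among the decreases were Tlk2, a kinase of chromatin assembly, with a difference of -0.55 (SE 0.08, adjusted p = 0.0260), Mettl15, a methyltransferase of mitochondrial ribosomal RNA, with -0.45 (SE 0.09, adjusted p = 0.0813), and the transcription factor Mitf with -0.47 (SE 0.11, adjusted p = 0.0996). All 8 AU-S rats lay below the AI-S mean for each of these genes. Cd2bp2, Pdha1, Gmcl1 and Rbm18 have a brighter probeset, which had 0.11 (SE 0.05), 0.13 (SE 0.05), 0.00 (SE 0.06) and -0.01 (SE 0.05) and did not pass, and neither did the brightest probesets of Tlk2 at 0.06 and Mitf at -0.12. Of the gene lists fixed in advance, a member passed in the inhibitory genes of Fig. 8 only: Gabrg1, a GABA-A receptor subunit, at 0.41 (SE 0.09, adjusted p = 0.0823). SAM gave 148 higher and 22 lower probesets, and leaving out a single rat moved limma's count of 67 to between 5 and 448. It fell to 1 with the control 3′ minus 5′ difference or with dentate granule and CA1 marker scores as covariates, to 9 after centring each array on its median, to 12 after quantile normalization and to 3 with the replicate number as a block, and it rose to 551 with array weights.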

**Figure 2:**
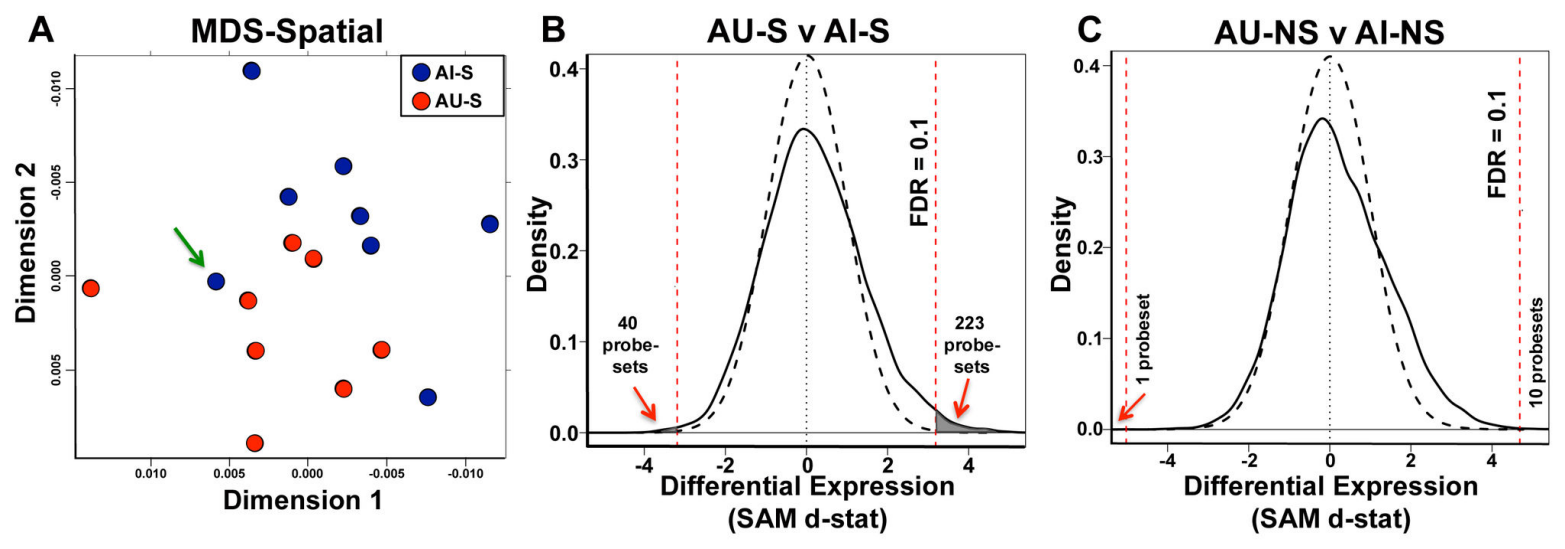
Spatial training induces differential AU and AI expression profiles. **A**. CA3 gene expression MDS (distance = 1 – r) analysis of AU and AI spatially trained rats shows clustering of AU-S subjects. Each point within the graph represents the array for a single subject colored by cognitive phenotype, as indicated. The distance between points is an indication of relative similarity of mRNA profiles. AU arrays (red) tend to cluster together, at least partially segregated from AI arrays (blue). Green arrow points to an AI rat with borderline LI (LI=254); LI range for AU is 240 or lower. **B**. SAM d-statistic density plot comparing AU-S expression to AI-S, shows large numbers of genes differentially expressed between groups. The dashed black line represents the expected, random d-statistic density distribution while the black solid curve represents the distribution observed AU-S/AI-S comparison. Numbers of genes differentially expressed at an FDR = 0.1 (depicted by red dashed lines) are indicated on each graph. The gray colored area under solid curve represents the numbers of probesets that meet an FDR of 0.1. Positive SAM d-stat values indicate increased gene expression in AU-S with most of the differentially expressed genes increased in AU. **C**. SAM d-statistic density plot comparing AU-NS expression to AI-NS, while similar in shape to B., shows few genes differentially expressed between groups. The dashed black line represents the expected, random d-statistic density distribution while the black solid curve represents the distribution observed AU-NS/AI-NS comparison. Numbers of genes differentially expressed at an FDR = 0.1 (depicted by red dashed lines) are indicated on each graph. Positive SAM d-stat values indicate increased gene expression in AU-NS.

We performed an analogous comparison between AU and AI rats in the control task. As expected these two groups did not differ behaviorally in task performance and had limited opportunity for learning induced gene expression explicitly tied to an escape location in the task. However both groups had an equivalent opportunity for physical activity-induced gene expression during exposure to a novel environment. The AU-NS v AI-NS SAM comparison exhibited a similarly shaped distribution as the spatial comparison (Figure 2C), but far fewer probesets met the FDR cutoff suggesting less robust differences between these two groups. Thus, the microarrays for the CA3 region distinguished AU from AI rats in the spatial condition in detecting large numbers of differentially expressed genes, with a less prominent difference detected in the non-spatial condition. 

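After non-spatial training, limma called no probeset (0 higher, 0 lower) between AU-NS and AI-NS rats at an adjusted p under 0.1, where 1858 had an unadjusted p under 0.05 and the smallest adjusted p was 0.139. Unc13a, which primes synaptic vesicles for fusion, had an AU-NS minus AI-NS difference of 0.52 on the log2 scale (SE 0.09, adjusted p = 0.139), and Nsf, the ATPase that takes SNARE complexes apart, had 0.23 (SE 0.06, adjusted p = 0.176). Mapk8ip3, a scaffold that links kinesin to the JNK pathway, had 0.78 (SE 0.14, adjusted p = 0.139). Gabra4, a GABA-A receptor subunit, had 0.49 (SE 0.13, adjusted p = 0.183) here and -0.02 (SE 0.11, adjusted p = 0.966) between AU-S and AI-S. Whether AU and AI rats differed by a different amount in the 2 tasks was tested directly: limma called 0 probesets for the interaction of phenotype and task at an adjusted p under 0.1, and 396 had an unadjusted p under 0.05. For AU-NS against AI-NS, SAM called 53 higher and 6 lower probesets, and a permutation of Welch's statistic called 0. A limma fit over all 4 groups called 163, array weights 40, and leaving out AI-NS replicate 3 gave 208.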

In addition to providing an opportunity to differentiate AU and AI gene expression patterns, the induction protocol allowed for the distinction between gene expression induced by spatial task-relevant information and that induced by exposure to the novel environment with minimal relevance of spatial information for task performance. Therefore, we asked if the S and NS induction conditions produced different gene expression profiles within each of the AI and AU groups. Because the AI rats were impaired in learning the platform location, showing no spatial bias in either S or NS condition, no difference was expected in the expression profiles between AI-S and AI-NS subgroups. 

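In AI rats, limma called 0 probesets as different between S and NS training at an adjusted p under 0.1, and the smallest adjusted p was 0.862. Genes that respond to neuronal activity or to steroid stress hormones were not past the test. Fosb, a subunit of the AP-1 transcription factor, had an AI-S minus AI-NS difference of -0.02 on the log2 scale (SE 0.14), and the MAP kinase phosphatase Dusp1 had 0.31 (SE 0.19). Prox1 and the calcium buffer Calb1, which mark dentate granule cells at the border of CA3, had 0.60 (SE 0.26) and 0.38 (SE 0.12), both with an adjusted p of 0.862. An unadjusted p under 0.05 was reached by 662 probesets, and SAM and the permutation of Welch's statistic both called 0.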

As anticipated, neither MDS analysis nor SAM analysis (Figure S1B, C) found any significant differences between spatial and non-spatial training conditions for AI rats. Surprisingly, however, the expression patterns for AU rats between S and NS training conditions also did not differ significantly, despite clear evidence of behavioral learning as a function of the S induction protocol (Figure S1D, E). Thus within a cognitive group, S and NS conditions produced quite similar profiles in both AI and AU subjects. 

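In AU rats, limma likewise called 0 probesets between S and NS training, and the smallest adjusted p was 0.605. The GABA-A receptor subunit gene Gabra4 had an AU-S minus AU-NS difference of -0.39 on the log2 scale (SE 0.10, adjusted p = 0.605). Fosb had 0.17 (SE 0.07, adjusted p = 0.605), and Dusp1 had -0.37 (SE 0.23, adjusted p = 0.674). Unc13a and Nsf, genes of vesicle priming and SNARE recycling, had 0.02 (SE 0.12) and -0.05 (SE 0.05). An unadjusted p under 0.05 was reached by 1316 probesets, and SAM and the permutation of Welch's statistic called 0.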

To further explore the relationship between expression induced by the two task conditions, we asked if AU/AI differences found in the S condition were similar to the AU/AI differences in the NS condition. To test this, we plotted d-statistic values for the AU-S v AI-S comparison against the d-statistics of AU-NS v AI-NS comparison for each probeset (Figure 3A). These d-statistic distributions were highly and significantly correlated (r=0.51; p=0) indicating that cognition-dependent group differences were quite similar, regardless of the induction condition. 

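The probesets that separated AU from AI rats after spatial training tended to differ in the same direction after non-spatial training. All 67 probesets called in AU-S against AI-S had the same sign in AU-NS against AI-NS, and 49 of them had an unadjusted p under 0.05 there. Over all probesets the sign was the same for 65.8%. For example, Pdha1 had AU minus AI differences of 0.39 (SE 0.06) and 0.32 (SE 0.10) on the log2 scale, and Mpp3, a scaffold of the membrane-associated guanylate kinase family, had 0.86 (SE 0.17) and 0.63 (SE 0.18), while Tlk2 had -0.55 (SE 0.08) and -0.19 (SE 0.16). Across all probesets, Pearson's r between limma's statistics of the 2 comparisons was 0.5262 and Spearman's rho was 0.485. Probesets are not independent replicates, so AU and AI labels were permuted within each task: of 100 relabellings, the real one included, only the real one reached this r, and the highest other gave 0.4996 (one-sided permutation p = 0.01, the smallest they can give). With the control 3′ minus 5′ difference as a covariate r was 0.226. From this correlation, the paper proposes that the differences tied to cognitive status were much alike under both kinds of training.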

**Figure 3:**
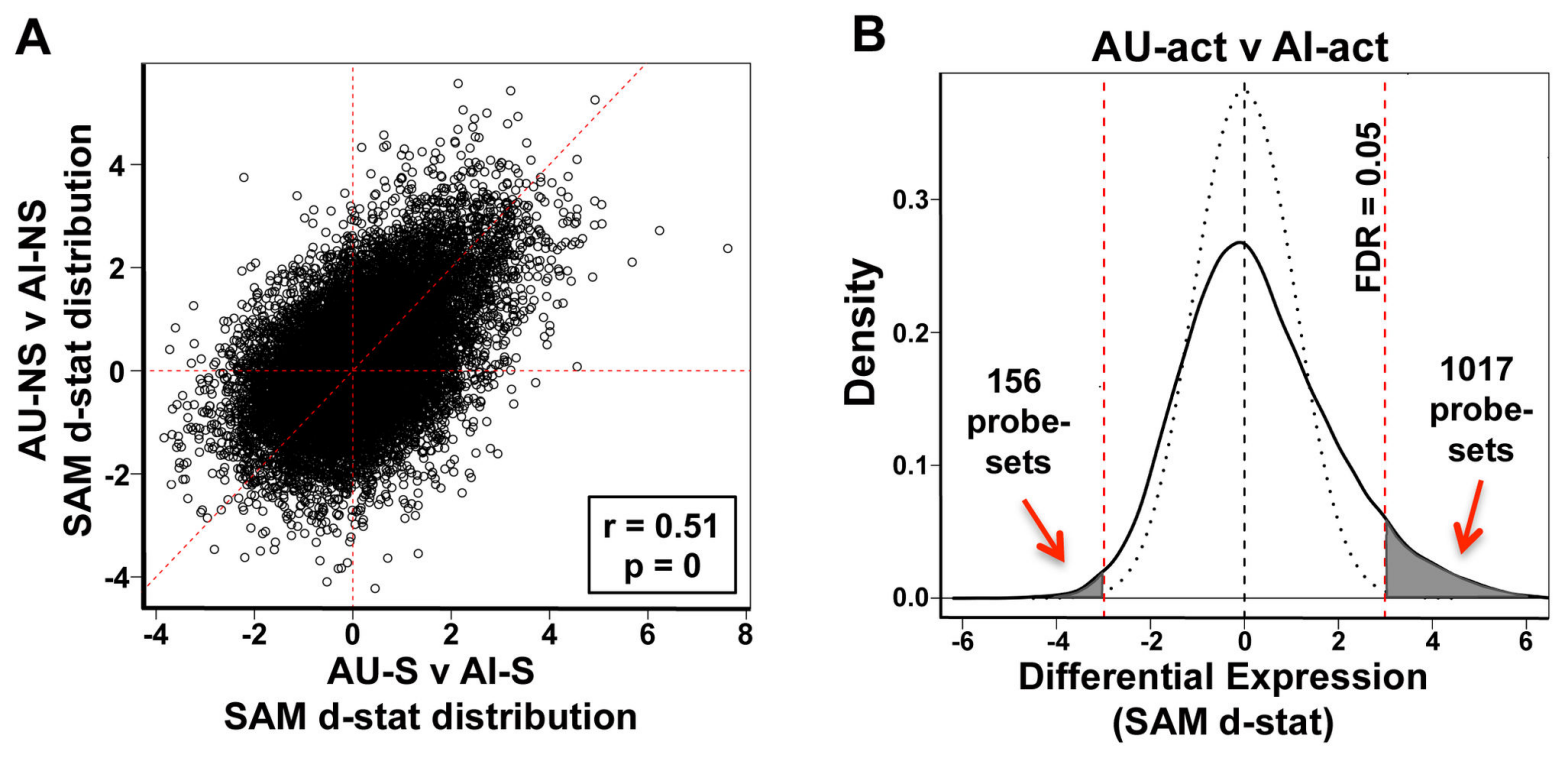
CA3 behaviorally activated profiles distinguish AU from AI rats. **A**. Scatter plot of SAM d-statistic values for the AU-NS to AI-NS comparison (X-axis) against those of the AU-S to AI-S comparison (Y-axis) shows a strong correlation (r=0.51, p=0) between S and NS profiles. Each circle represents a single probeset (N>15,000 probesets). **B**. SAM d-statistic density plots comparing all behaviorally activated AU (AU-S + AU-NS) to all behaviorally activated AI subjects (AI-S + AI-NS) show large numbers of genes differentially expressed between groups. Combined groups are designated AU-act and AI-act respectively. The dotted black line represents the expected, random d-statistic density distribution while the solid back curve represents the distribution observed in the comparison between AU-act and AI-act. The gray colored area under solid curve represents the probesets that meet an FDR of 0.05 (red dotted lines). Positive d-statistic values represent increased expression in AU-act relative to AI-act. Most of the genes were increased in AU-act as indicated, with numbers of differentially expressed probesets indicated on the graph.

### Combined spatial and non-spatial profiles exhibit features similar to spatial alone

The correlation across S and NS conditions suggests similar gene expression regulation independent of spatial information relevant to the task contingencies that differed across the two induction protocols. In light of the similarity between S and NS profiles and the increased power gained with a larger sample size, we combined subjects from both training conditions into a single group for AU (AU-S + AU-NS) and AI (AI-S +AI-NS) subjects and then compared those groups to discover differentially activated expression patterns related to cognitive phenotype. With the inclusion of the NS condition, these profiles can no longer be considered ‘learning activated’ with respect to the experimentally controlled variables of platform location and extramaze cues but reflect experience dependent profiles, which we will hereafter refer to as ‘behaviorally activated’ (groups denoted AU-act and AI-act). 

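Over both tasks, the mean distance (1 minus Pearson's correlation) was 0.0149 between AU and AI arrays and 0.0136 within the phenotypes. The AU-act arrays were closer to each other (0.0128) than the AI-act arrays were (0.0145). Of 16 AU-act arrays, 14 were nearer on average to the other AU-act arrays than to AI-act arrays, and of 15 AI-act arrays, 10 were nearer to their own phenotype. The difference of 0.00130 between and within phenotypes was larger than nearly all relabellings gave (one-sided permutation test with 100000 resamples, p = 0.00047).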

Similar to the data restricted to the spatial training condition (shown in Figure 2A), the MDS plot of all aged rats that received behavioral induction training (AU-act and AI-act), color-coded by cognitive status, shows a clustering by aged phenotype, with AU-act arrays somewhat segregated, although not completely, from AI-act subjects (Figure S2). Consistent with those data, SAM found more than 1000 probesets differentially expressed between AU-act and AI-act rats at a FDR of 0.05 (Figure 3B, gray shaded areas). 

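With the tasks pooled, 810 probesets were higher and 83 lower in AU-act (n = 16) than in AI-act rats (n = 15) at an adjusted p under 0.05 from limma. Alg2, a mannosyltransferase of N-glycan assembly, was higher by 0.85 on the log2 scale (SE 0.22, adjusted p = 0.0155), or 1.80-fold, and by 0.83 (SE 0.21) at another probeset. Clic4, a chloride intracellular channel protein, was higher by 0.84 (SE 0.19, adjusted p = 0.00590), Mapk8ip3 by 0.83 (SE 0.17, adjusted p = 0.00309) and Atp2b2, a calcium pump of the plasma membrane, by 0.76 (SE 0.22, adjusted p = 0.0321). Lin7c and Mpp3, which are joined in scaffold complexes of the membrane, were higher by 0.75 (SE 0.21, adjusted p = 0.0321) and 0.75 (SE 0.13, adjusted p = 0.00158), and Mpp3 lay above the AI-act mean in 16 of 16 AU-act rats. The other genes among the 10 largest increases were Gigyf2 at 0.76 (SE 0.18), Paqr8, a membrane progesterone receptor, at 0.75 (SE 0.16), and Ccdc127 at 0.74 (SE 0.15). Of the 9 genes, 7 have several probesets, and in 6 of those the brightest did not pass. Among them Alg2 had 0.00 (SE 0.03) there, Clic4 0.07 (SE 0.07), Atp2b2 0.09 (SE 0.06), Paqr8 -0.01 and Mpp3 0.11 (SE 0.05). Atp2b2 and Lin7c did not pass when any 1 of 10 or of 7 arrays, respectively, was left out. SAM called 980 higher and 144 lower. With the control 3′ minus 5′ difference as a covariate 1 probeset passed, with the same difference in hexokinase 0 passed, and with the replicate number as a block 591 passed. Under the control covariate the 10 largest increases all stayed positive and all shrank. Alg2 had 0.19 at both probesets, Atp2b2 0.24, Lin7c 0.27, Clic4 0.33 and Paqr8 0.34. Mpp3 had 0.49, Gigyf2 0.54, Ccdc127 0.54 and Mapk8ip3 0.57.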

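Of the 893 probesets called between AU-act and AI-act rats, 90.7% were higher in AU-act rats. The median size of these differences was 0.28 on the log2 scale. Over all probesets the median difference was 0.01 and 53.3% were positive. Genes called as higher in AU-act include Pdha1 at 0.35 (SE 0.06, adjusted p = 0.00158), Cd2bp2 at 0.47 (SE 0.08, adjusted p = 0.00158) and the receptor tyrosine kinase Kit, a marker of some interneurons, at 0.44 (SE 0.09, adjusted p = 0.00412). The share of increases was 83.3% after centring each array on its median and 84.6% after quantile normalization.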

In further agreement with the analysis that considered only rats in the spatial training condition, the vast majority of differentially expressed genes were increased in AU-act relative to AI-act rats. Because behavioral performance for the AU-act and AI-act groups did not differ with respect to physical activity (e.g. escape latency) either within- or across induction protocols, differences in behaviorally activated expression between those groups could more generally reflect information processing engaged during task performance by a novel environment. 

To characterize those genes differentially expressed between AU-act and AI-act profiles, we performed functional groups analysis using the free functional annotation tool, DAVID, which examines gene lists for over-representation of genes belonging to a particular functional group as determined by gene ontology, KEGG and other functional annotation databases [21,22]. Using the list of genes that showed increased expression in AU-act relative to AI-act (FDR<0.05), we identified 105 functional groups that met a Bonferroni corrected p<0.05 (Table S1). 

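Of 26 measured genes of SNARE proteins and exocytosis, 6 were higher and none (0) lower at an adjusted p under 0.05 from limma (12 higher when adjusted over the list alone): Unc13a by 0.54 on the log2 scale (SE 0.09, adjusted p = 0.00158), Nsf by 0.20 (SE 0.04, adjusted p = 0.00164), Pclo, a large scaffold of the active zone, by 0.42 (SE 0.08, adjusted p = 0.00326), and also Syt11, Syt1 and Unc13b. Of 24 genes of clathrin coats and endocytosis, 4 were higher and 0 lower (8 higher when adjusted over the list alone), among them Sh3gl2, an endophilin of vesicle retrieval, by 0.28 (SE 0.06, adjusted p = 0.00751), and the clathrin adaptor subunits Ap1g1 by 0.18 (SE 0.04, adjusted p = 0.00837) and Ap2m1 by 0.14 (SE 0.04, adjusted p = 0.0243). Against all other genes, camera with a preset correlation of 0.01 gave an adjusted p of 4.82e-08 for exocytosis and 1.39e-07 for endocytosis; each had an adjusted p = 0.0857 with an estimated correlation. Of 29 Rab GTPases, which direct vesicle traffic, 2 were higher (2 when adjusted over the list alone), Rab6b by 0.16 (SE 0.04, adjusted p = 0.00568) and Rab1a by 0.09 (SE 0.03, adjusted p = 0.0404; not past without any 1 of 16 arrays), with a camera adjusted p of 0.0596. Of 28 plasticity kinases and scaffolds, 4 were higher (5 when adjusted over the list alone), among them Mapk9, a JNK kinase, by 0.30 (SE 0.06), Prkca, protein kinase C alpha, by 0.37 (SE 0.09), and Nlgn1, a neuroligin of the excitatory synapse, by 0.14 (SE 0.04; not past without any 1 of 2 arrays), with a camera adjusted p of 0.113. Of 15 glutamate receptor genes, 0 rose and 1, Grm8, fell (1 higher and 1 lower when adjusted over the list alone). None (0) of 25 activity-regulated genes passed (0 when adjusted over the list alone), and their median was -0.04. These counts are at the brightest probeset of each gene. At any probeset of a gene, 12 exocytosis, 9 endocytosis, 9 Rab and 9 plasticity genes were higher. Among them were Rab2a by 0.25 (adjusted p = 0.00398), Rab6a by 0.33 (adjusted p = 0.00431) and Rab10 by 0.20 (adjusted p = 0.0047). Camera over every probeset gave an adjusted p of 0.000747 for Rab, 0.0139 for plasticity and, downward, 0.0155 for activity-regulated genes. An estimated correlation was not run there. Probesets of 1 gene are not independent, so these camera p-values may be too small. With the control 3′ minus 5′ difference as a covariate, exocytosis stayed past camera at the preset correlation (median 0.07, adjusted p = 0.000229), as did endocytosis (median 0.07, adjusted p = 0.00158), each with an adjusted p = 0.31 with an estimated correlation. No named gene of these lists passed with it: Unc13a had 0.37 (adjusted p = 0.175) and Nsf had 0.14 (adjusted p = 0.192). Pclo at 0.18, Prkca at 0.15 and Mapk9 at 0.15 fell further. Sh3gl2 at 0.29, Rab6b at 0.15 and Rab1a at 0.08 stayed close to their values without the covariate. Ap1g1 had 0.12, Ap2m1 0.08 and Nlgn1 0.10.

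**Figure D2:**
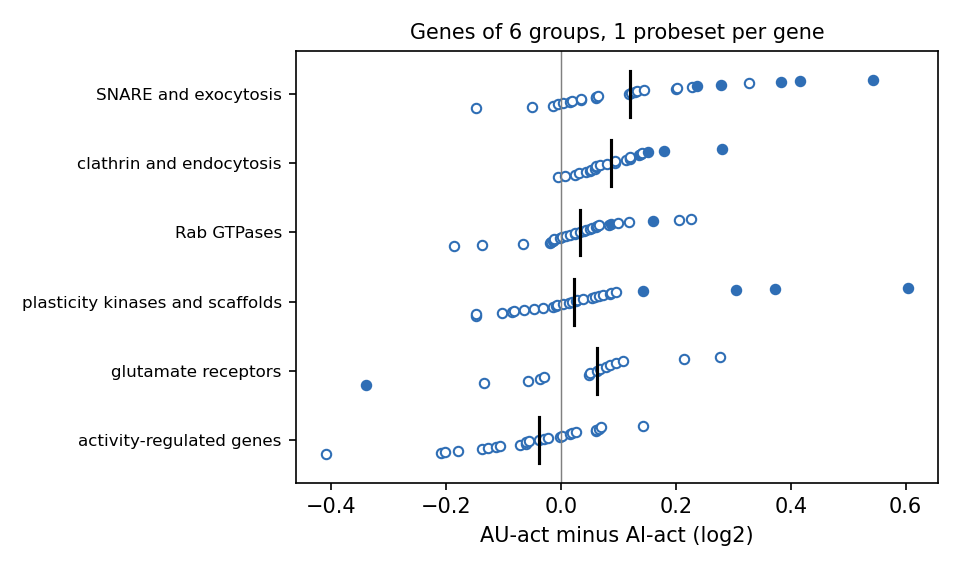
AU-act minus AI-act log2 difference (horizontal axis) of each measured gene in 6 gene lists, 1 point per gene. Filled points have an adjusted p under 0.05, open points do not, and the black bar is the list's median, which is 0.12 for exocytosis and -0.04 for activity-regulated genes.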

Analysis of functional groups revealed increased expression of genes involved in nucleotide (ATP) binding, vesicle/protein transport, cytoplasmic/synaptic vesicles, GTP binding, synapse, and synaptic transmission: all groups involved in synaptic plasticity and learning. 

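With the tasks pooled, 83 probesets were lower in AU-act than in AI-act rats. Alb, the gene of serum albumin, had an AU-act minus AI-act difference of -0.65 on the log2 scale (SE 0.16, adjusted p = 0.0139), and 15 of 16 AU-act rats lay below the AI-act mean. The transcription factors Onecut2, Plag1 and Mitf had -0.44 (SE 0.13, adjusted p = 0.0413), -0.40 (SE 0.12, adjusted p = 0.0404) and -0.39 (SE 0.08, adjusted p = 0.00281). Son, a splicing cofactor, had -0.35 (SE 0.08, adjusted p = 0.00683) and Tlk2 had -0.37 (SE 0.10, adjusted p = 0.0159). Grm8, a metabotropic glutamate receptor that restrains transmitter release, had -0.34 (SE 0.07, adjusted p = 0.00569). The other genes among the 10 largest decreases were Clic2 at -0.41 (SE 0.10), Ccdc59 at -0.37 (SE 0.07) and the kinase Prkd3 at -0.35 (SE 0.09). Of 15 measured genes of programmed cell death, 1 fell and 0 rose (1 lower and 0 higher when adjusted over the list alone): the death receptor gene Tnfrsf1a at -0.21 (SE 0.06, adjusted p = 0.0381), which did not pass when any 1 of 12 arrays was left out. The list had a camera adjusted p of 0.639 (adjusted p = 0.661 with an estimated correlation). At probesets other than the brightest, Bcl2l1 rose by 0.59 (adjusted p = 0.0393) and Casp2 by 0.24 (adjusted p = 0.0274). At the brightest probesets of Plag1, Mitf, Tlk2, Son and Prkd3 the differences were -0.10, -0.23, 0.05, 0.00 and -0.11, and none passed. Onecut2 and Plag1 did not pass without any 1 of 15 or of 17 arrays, and none (0) of the 83 passed with the control 3′ minus 5′ difference as a covariate. Under it the 10 largest decreases all stayed negative, with Alb at -0.65, Onecut2 at -0.68, Clic2 at -0.49, Prkd3 at -0.31, Plag1 at -0.37, Mitf at -0.35, Tlk2 at -0.27, Son at -0.24, Ccdc59 at -0.22 and Grm8 at -0.21.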

Functional annotation of those genes with decreased expression (FDR<0.05) in AU-act rats found no groups that met a Bonferroni corrected p<0.05, although 28 groups were found that met an uncorrected p<0.05. Those gene groups were quite different from the increased gene groups and were ones involved in programmed cell death and signal transduction. 

### Basal expression patterns differ from behaviorally induced expression

The large number of increased genes in AU-act subjects relative to AI-act supports the notion that the AU arrays represent behaviorally-induced profiles. We found further evidence of this interpretation by comparing the current arrays with our published microarray dataset under basal conditions, when aged rats were sacrificed directly from the home cage [14]. Table 1 summarizes and compares experimental designs across microarray datasets. It is important to note that with respect to the reliability of basal expression findings, critical expression differences associated with the aged phenotypes from the basal microarray were replicated with independent sets of AU and AI subjects and distinct methods for evaluating gene expression levels. Because the basal arrays were performed as a separate experiment, albeit using identical procedures used here, we did not directly compare probesest intensities across experiments. Instead, we compared the relative differences between AU and AI rats in each dataset. Specifically, we plotted SAM d-statistics derived from basal AU v AI comparisons against SAM d-statistics derived from AU-act v AI-act for each probeset (Figure 4). A positive correlation would indicate similarities in the direction and magnitude of gene expression differences between subject groups in the basal condition and after behavioral activation. Instead, the plot exhibited a slight negative correlation that was significant due to the large number of datapoints (>15,000 probesets). The absence of any positive correlation strongly suggests that the basal profiles differed significantly from the activated datasets. Significantly, the same pattern was found when comparing SAM d-statistics of the S condition (Figure S3A) or the NS condition (Figure S3B) alone to the basal array. 

**Table 1:** Microarray dataset descriptions.

**Dataset**	**Platform**	**Subjects**	**Standardized Behavioral Characterization**	**Induction Protocol**	**Publication**
**Aged Behaviorally Activated**	Affymetrix	Aged Unimpaired	Yes	Yes	N/A
	Rat 230-2	Aged Impaired			
	(~31K probesets)				
**Basal Aged**	Affymetrix	Aged Unimpaired	Yes	No	Ref 14
	Rat 230-2	Aged Impaired			
	(~31K probesets)	Young			
**Young Spatial Learning**	Affymetrix	Young	Yes	Yes	Ref 18
	Rat 230A				
	(~15K probsets: subset of 230-2)				

**Figure 4:**
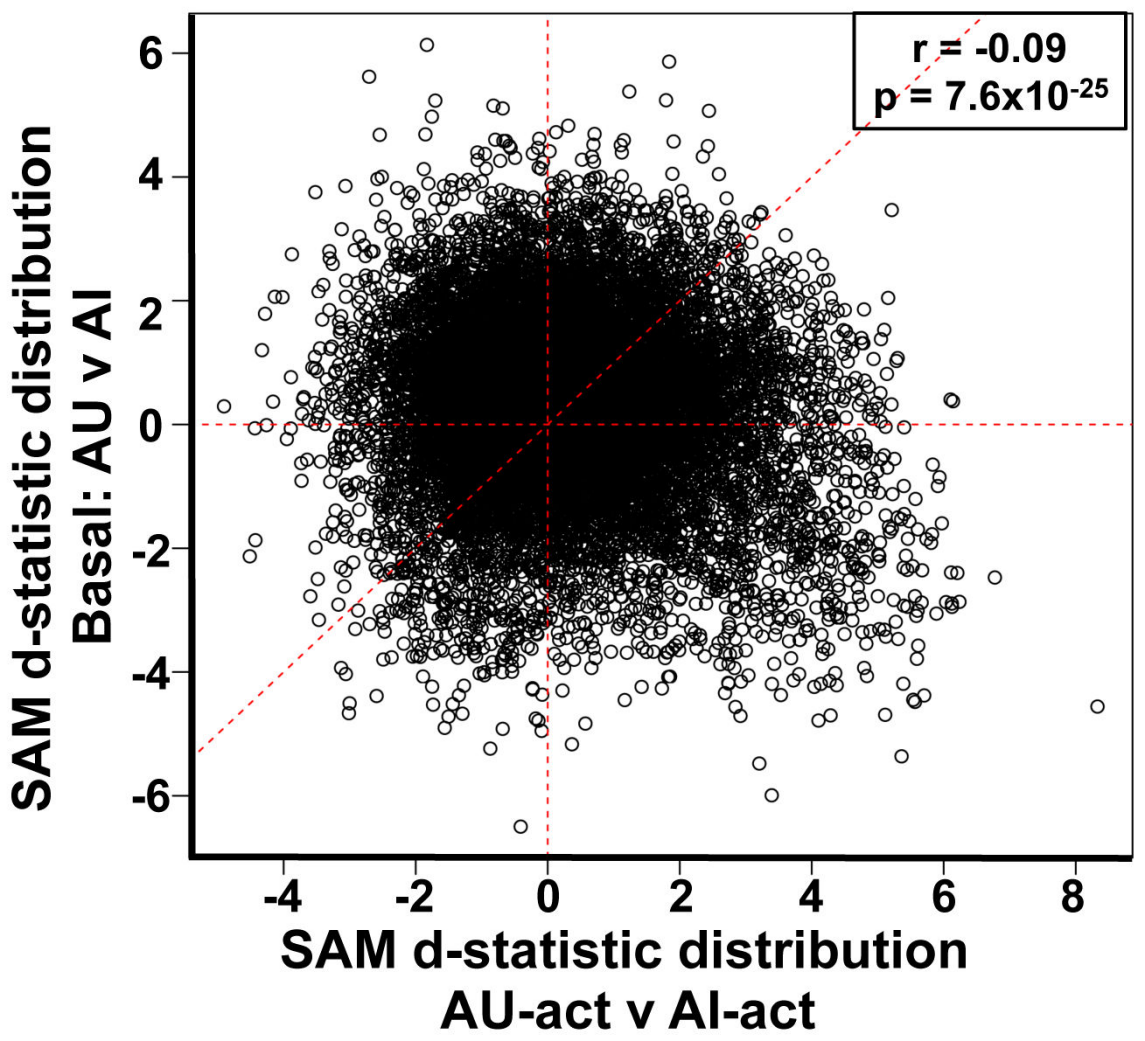
Behaviorally activated expression profiles are distinct from basal expression. SAM d-statistic values derived from basal CA3 gene expression comparison between AU and AI rats [14] were plotted against AU-act v AI-act SAM d-statistic values for each probeset. Each dot represents a single probeset (N>15,000 probesets). Correlation r-value and accompanying p-value are indicated on the graph. A slight negative correlation indicates negligible similarity between the basal and activated expression profiles.

### Learning genes in behaviorally-activated aged rats

While the data above suggest that AU rats recruit a generally similar CA3 gene expression profile during performance in a novel environment, the behavioral search in the probe trial indicates that the AU-act expression profile occurs in the context of using newly acquired spatial information. To further examine that interpretation, we asked if the genes differentially expressed between AU-act and AI-act correspond to genes known to change with spatial learning in young animals. To address this question, we leveraged our previous microarray study performed in young rats that examined spatial learning induced gene changes in the CA3 hippocampal subfield (Table 1) using the same induction protocols [18]. To assess overlap with the behaviorally-activated dataset in the current study, we first plotted SAM d-statistic density distributions of the young spatial learning condition (LA) v the young control (non-spatial, CTL) group against the AU-act v AI-act SAM distribution observed in the current study. Indeed, as shown in Figure 5A, there was a very significant positive correlation indicating that those genes differentially expressed after behavioral activation in aged rats showed similar expression differences with learning in young rats. To further investigate the origins of this correlation, we examined lists of probesets either uniquely increased or decreased by spatial learning in young rats (see [18] for details and gene lists). We examined the SAM d-statistic distribution of the members of those lists compared to the distribution of all genes in the AU-act v AI-act comparison. The d-statistic distribution of probesets which had been found to increase with spatial learning in young rats showed a significant positive skew in AU-act rats relative to AI-act subjects (Figure 5B, red line), confirming that many learning-activated genes found in young rats were also up-regulated in AU rats, relative to AI, by the behavioral induction protocol. A direct comparison of gene lists revealed that 44% of probesets significantly increased with spatial learning in young rats were also significantly up-regulated in AU-act relative to AI-act rats at an FDR ≤ 0.05 (92 probesets; Table S2). In contrast, the distribution of down-regulated genes observed in conjunction with spatial learning in young rats was not different from the distribution of all genes in the AU-act v AI-act comparison (Figure 5B, blue line). Thus the positive correlation found in Figure 5A is driven largely by genes that are also increased with spatial learning in young rats. These data confirm that many genes with elevated expression in AU rats relative to AI after behavioral induction are likely relevant to spatial learning, playing a role in the successful performance of AU rats in spatial memory tasks. 

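All 92 probesets of Table S2 had a positive AU-act minus AI-act difference, with folds from 1.04 to 1.75 and a median of 1.16, and 76 passed an adjusted p under 0.05 from limma. Mtpn, or myotrophin, was higher by 0.30 on the log2 scale (SE 0.05, adjusted p = 0.00158), and the chloride and proton exchanger Clcn4 by 0.51 (SE 0.09, adjusted p = 0.00164). Lancl1, a glutathione-binding protein, was higher by 0.28 (SE 0.05, adjusted p = 0.00185). Of the 16 probesets that did not pass, those with the largest adjusted p were Snap25, a SNARE protein, at 0.06 (SE 0.02, adjusted p = 0.157), Caprin1 at 0.08 (SE 0.03, adjusted p = 0.136), Plcb1, a phospholipase, at 0.10 (SE 0.03, adjusted p = 0.0778), Trip12 at 0.13 (SE 0.04, adjusted p = 0.0764) and a probeset annotated to Eif4g2, listed in Table S2 under Tm9sf2, at 0.07 (SE 0.03, adjusted p = 0.2). The list was chosen in part on these rats, so the count is not independent evidence of its direction. SAM called 82 of the 92, and with the control 3′ minus 5′ difference as a covariate 0 passed. The Table S2 probesets that were followed through the alternatives all stayed positive under this covariate. Atp2b2 fell from 0.76 to 0.24, Prkca from 0.37 to 0.15, Mapk9 from 0.30 to 0.15 and Nlgn1 from 0.14 to 0.10. Sh3gl2 went from 0.28 to 0.29, Rab1a from 0.09 to 0.08, App from 0.15 to 0.12 and Snap25 from 0.06 to 0.07.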

**Figure 5:**
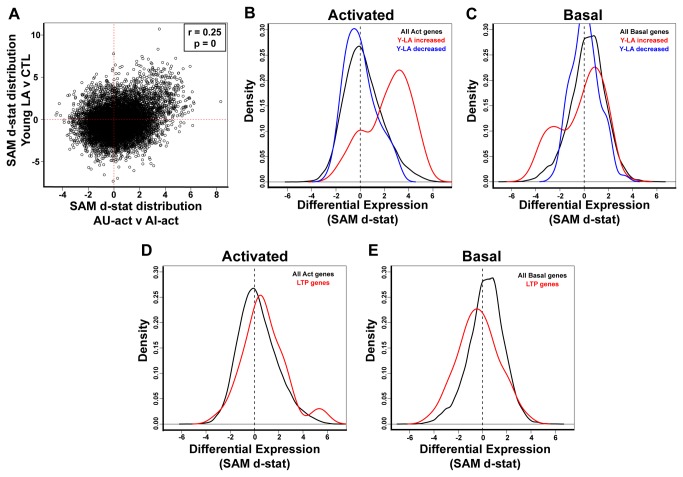
Learning genes are increased in AU relative to AI with behavioral experience. **A**. SAM d-statistic values derived from young learning (LA) v control (CTL) [18] were plotted against AU-act v AI-act SAM d-statistic values for each probeset. Each dot represents a single probeset (N>7,000 probesets). The positive correlation indicates significant similarity between young learning and aged activated expression profiles. **B**. CA3 genes that were significantly modulated by a learning episode in young rats [18] were tested for differential expression between AU-act and AI-act rats from the current study. Positive d-stat values indicate increased expression in AU-act subjects. Genes observed to increase expression with learning in young rats (red line) were also significantly increased in AU-act compared to AI-act subjects (N=189; p=7.7 x10^-44^). Black line represents the distribution of all genes. **C**. Similar to B., learning-activated genes in young rats were examined with respect to differences in AU and AI rats under basal conditions (red line), revealing a significant decrease in AU rats compared to AI (N=173; p=0.0067). In B and C, genes observed to decrease expression with learning in young rats (blue line) did not have a significantly different distribution in aged rats with behavioral activation (blue line shown in B, N=81; p=0.12), although the distribution was marginally decreased in AU relative to AI rats under basal conditions (blue line shown in C, N=81; p=0.067). **D**., **E**. Genes known to be increased with LTP [18] were also tested for differential expression between AU and AI rats in (**D**) activated and (**E**) basal microarray datasets. Similar to learning induced genes, LTP genes (red line) were significantly increased in AU-act rats (N=54; p=0.03) and significantly decreased in AU rats under basal conditions (N=44; p=0.0056). The black line in panels B and D is equivalent to the solid black line in Figure 3B.

The d-statistic distribution of the increased and decreased gene sets for spatial learning in young rats was also examined in our basal aged rat dataset (Figure 5C). Interestingly, those genes with increased expression as a function of spatial learning in young rats exhibited a significant negative shift in the basal AU v AI SAM comparison, indicative of lower expression in AU rats compared to AI rats, suggesting that at least a subset of learning-related genes that were increased in young rats actually showed reduced expression in AU vs AI rats under basal conditions. Those genes with decreased expression as a function of spatial learning in young rats also showed a slight negative skew of marginal significance. Considered together, these data demonstrate that with behavioral induction, AU rats exhibit a profile of gene expression, relative to AI rats, that resembles the expression profile observed with learning-activation in young rats and that some of those same genes appear to have reduced basal expression in AU relative to AI rats. 

In a manner similar to our prior analysis of spatial learning induced genes in young rats, we examined a set of genes known to be specifically activated as a function of long-term potentiation (LTP) [18]. As expected this gene set also showed a significantly different distribution comparing AU-act to AI-act rats (Figure 5D), with a skew clearly evident towards increased expression in AU-act rats. That differential distribution appears to be driven by several genes with highly significant d-statistics including APP, Mapk1, Ntrk2, Snap25 and Stx1b. 

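A probeset of App passed in AU-act against AI-act rats, and the brightest probesets of Ntrk2 and Snap25 did not. The BDNF receptor gene Ntrk2 had -0.01 on the log2 scale (SE 0.04, adjusted p = 0.956) at its brightest probeset, where 1 AU-S rat stood above the others. Its other probesets had 0.12 (SE 0.05, adjusted p = 0.194), 0.02 (SE 0.05, adjusted p = 0.874) and 0.23 (SE 0.04, adjusted p = 0.00160). Snap25 had a fold of 1.04. At the brightest probesets of the 3 genes measured at named probesets, 0 passed (0 when adjusted over the list alone). There camera gave an adjusted p of 0.197 (adjusted p = 0.597 with an estimated correlation). At any probeset 2 of the 3 were higher, App and Ntrk2. Camera over every probeset gave an adjusted p of 0.000786, where an estimated correlation was not run. These are 8 probesets of 3 genes, and probesets of 1 gene are not independent. That p-value therefore cannot decide whether the list was higher. The genes were named by the paper from these arrays, so their count is not independent evidence.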

Consistent with behavioral induction of expression, those genes showed either no expression difference between AU and AI in the basal arrays or an AU decrease relative to AI under basal conditions. Indeed overall, the LTP genes had a significant negative skew, indicative of lower expression, in AU rats relative to AI under basal conditions (Figure 5E). 

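App was higher in AU-act than in AI-act rats by an amount that depended on the probeset. At the probeset listed for App in Table S2 the mean was 13.25 ± 0.08 (SD, n = 16) in AU-act and 13.10 ± 0.09 (SD, n = 15) in AI-act rats on the log2 scale. This is a difference of 0.15 (SE 0.03, adjusted p = 0.00588 from limma), or 1.11-fold, and 16 of 16 AU-act rats lay above the AI-act mean. The brightest App probeset gave 0.06 (SE 0.03, adjusted p = 0.254) and the dimmest gave 0.41 (SE 0.07, adjusted p = 0.00158). The probeset of Table S2 had 0.15 (SE 0.05) after S training and 0.14 (SE 0.05) after NS training. Of 17 measured genes of App processing 0 passed (0 when adjusted over the list alone), at the brightest probeset of each, with the App-like gene Aplp2 at 0.16 (SE 0.05, adjusted p = 0.0911) and the App-binding Apba2 at 0.18 (SE 0.07, adjusted p = 0.113). At any probeset 4 were higher: App, Adam10, Aplp2 by 0.63 (adjusted p = 0.00222) and Apbb2 by 0.24 (adjusted p = 0.0262). The list was higher as a group by camera (adjusted p = 0.0351; adjusted p = 0.597 with an estimated correlation). Camera gave it an adjusted p of 0.0546 after quantile normalization, and the same with the replicate number as a block. It stayed under 0.05 with median centring and with the dissection covariates. With the control 3′ minus 5′ difference as a covariate, App at the Table S2 probeset had 0.12 (adjusted p = 0.236) and the list's median was 0.00.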

To better illustrate the differences in expression patterns across the three datasets, Figure 6A and B shows expression levels for the amyloid precursor protein gene (App) gene that was activated with spatial learning in young rats and showed a behaviorally induced increase in AU-act rats relative to AI-act. Of particular relevance to cognitive aging because of its association with Alzheimer’s disease (AD) pathology, App also exhibited reduced expression in AU rats relative to both young and AI in the basal gene array dataset. These data are consistent with an interpretation that App is activated with behavior in AU rats relative to the activation in AI rats, but maintained at reduced expression levels under basal conditions, indicating tighter control in a homecage environment in aged rats with preserved cognitive function. Interestingly, concomitant with the increased App expression in AU-act rats, the α-secretase, Adam10 is also upregulated in AU-act relative to AI-act rats (Figure 6C). 

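Adam10 is represented by 2 probesets, and both were brighter on average in AU-act rats. The brighter averaged 7.84 ± 0.25 (SD, n = 16) in AU-act and 7.49 ± 0.57 (SD, n = 15) in AI-act rats on the log2 scale, a difference of 0.35 (SE 0.15, adjusted p = 0.177 from limma) that did not pass. The dimmer averaged 5.97 ± 0.33 (SD, n = 16) and 5.27 ± 0.79 (SD, n = 15), a difference of 0.70 (SE 0.20, adjusted p = 0.0383) or 1.62-fold that passed. The spread among AI-act rats was wider than among AU-act rats at both. After S and NS training the dimmer probeset had AU minus AI differences of 0.57 (SE 0.25) and 0.84 (SE 0.32). Its mean over all arrays was 5.63, where the smallest mean of any probeset was 5.00, so its signal is near the floor. It was not kept under a limit on every array or a limit of 6 on the mean. With the replicate number as a block it did not pass limma (adjusted p = 0.0865). With the control 3′ minus 5′ difference as a covariate, the brighter had -0.03 (adjusted p = 0.951) and the dimmer 0.10 (adjusted p = 0.849), and neither passed.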

Cleavage of App by Adam10 biases production towards the non-amyloidogenic sAppα and away from Aβ, the toxic peptide that accumulates in AD [23].

**Figure 6:**
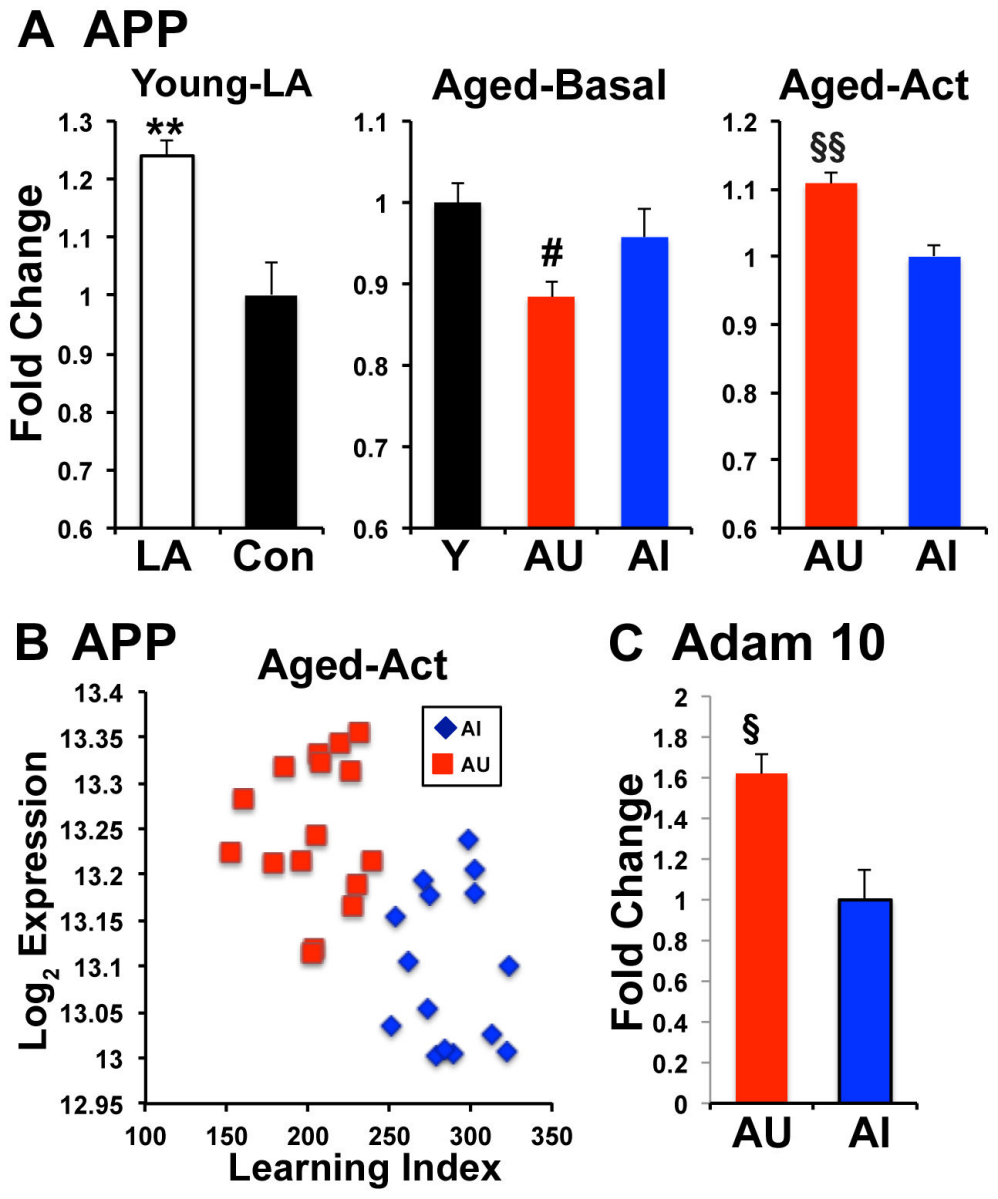
APP gene illustrates expression changes across conditions. **A**. The Alzheimer’s disease gene, App (amyloid precursor protein) has decreased expression in AU relative to AI and Y under basal conditions. App also exhibited increased expression in Y rats in the spatial learning-activated protocol. Behaviorally activated expression in AU is significantly higher than AI. **B**. Individual subject expression levels (log_2_) for App from the Aged activated dataset are illustrated in the scatter plot. **C**. Adam10, an App α-secretase gene shows a concomitant increase in expression in AU-activated rats. Error bars represent SEM. **, p<0.002 v Con; #, p<0.005 v AI; §§, p< 0.00005 vs AI-Act; §, p<0.0.005 v AI-Act.

### AU specific genes downregulated under basal conditions are differentially regulated after behavioral induction

The cross dataset comparisons described above suggest that AU rats exert distinctive control over the basal expression of genes, which become regulated in the opposite manner by behavioral-activation in the AU profile and thus give rise to the slight negative correlation noted in Figure 4 and Figure S3. To directly test this idea we returned to our analysis of the basal aging dataset in which we had defined a list of genes that were uniquely upregulated or downregulated in AU relative to both young and AI rats [14]. Because these genes distinguished AU rats from both young and AI rats, they represented potential mechanistic features that support intact cognitive capacity in the aged brain. For membership in this list we required that genes show significantly different expression (p<0.05) from both Y and AI in the same direction and that Y and AI not show significantly different expression (p>0.3). These criteria generated a list of 172 AU-specific decreased probsets and 117 AU-specific increased probesets [14]. We examined the distribution of these probeset lists in the AU-act v AI-act comparison (Figure 7A) and found that while the basal AU-specific genes with increased expression did not differ significantly from all genes in the aged behaviorally-activated dataset, the decreased AU genes showed a decisive positive shift, indicative of increased expression in the AU-act rats. These data are alternatively illustrated by color-coding the scatterplot from Figure 4 (basal aging vs aged behaviorally activated SAM d-statistic comparison) with basal AU-specific increased genes in red and basal AU-specific decreased genes in blue (Figure S4A). Only the blue dots show a greater preponderance to the right of the vertical red zero line indicating increased expression in AU-act rats. Remarkably, more than 50% of basal AU decreased genes were significantly increased (at p<0.05; 91 probesets) in AU-act relative to AI-act subjects (37% at FDR<0.05). The DAVID functional group analysis of these genes is also consistent with the overall AU-act gene groups, including many involved in vesicle transport and neurotransmission (genes from ‘GO: Synaptic transmission’ functional group illustrated in Figure S5). These data suggest that AU rats exert tight control of expression under basal conditions of genes involved in neurotransmission, which can then be up-regulated in a behaviorally activated state, as observed with the behavioral-induction protocol. Consistent with the interpretation that the basal list for selective AU decreased expression contains behaviorally relevant genes for learning, the distribution of these genes in the young spatial learning dataset also shows a significant positive shift indicative of genes recruited during learning (Figure 7B and Figure S4B). 

**Figure 7:**
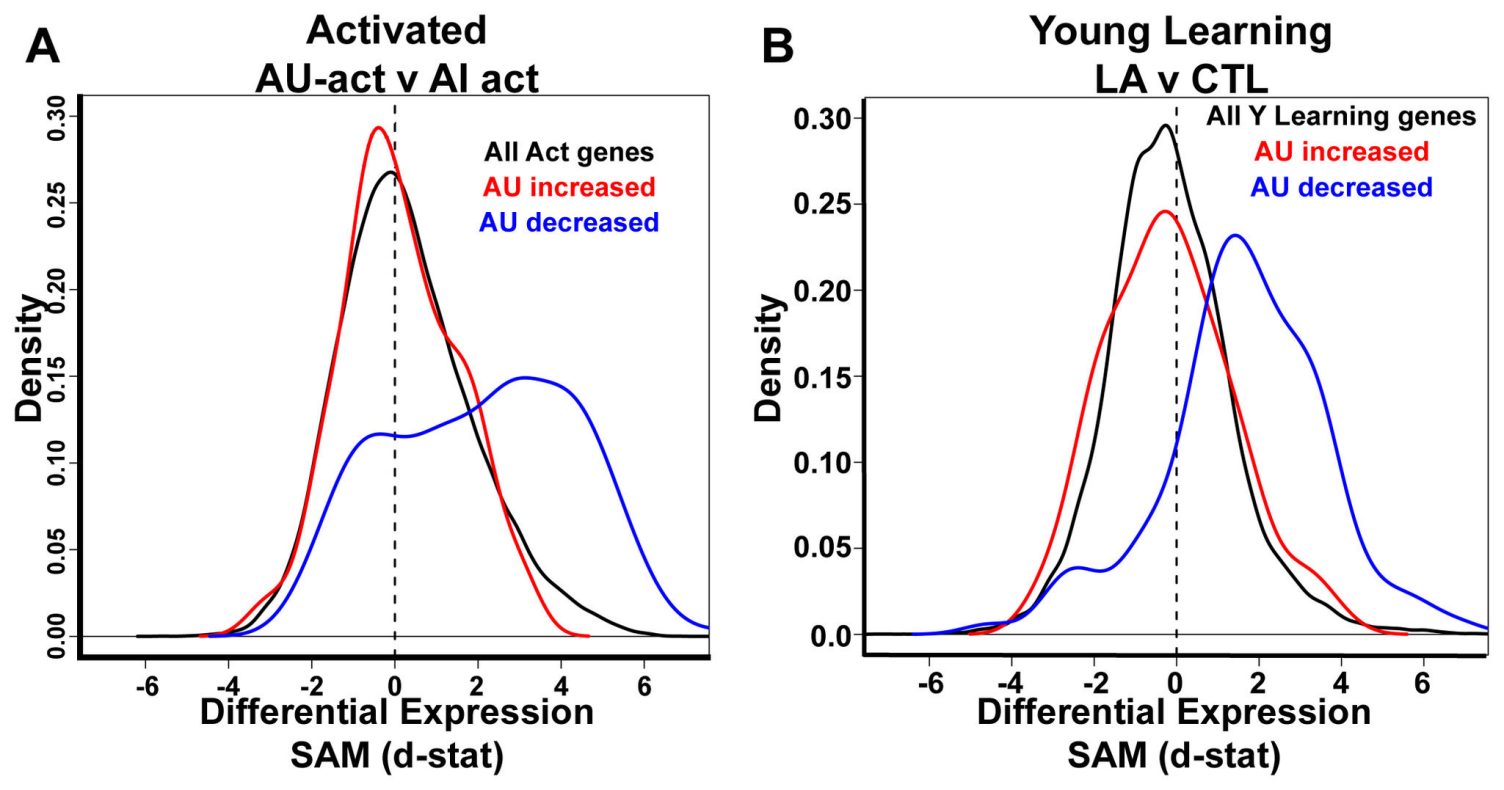
AU specific genes shift expression with induction protocol and learning. **A**. CA3 AU specific genes, derived from the basal aging dataset [14], were tested for differential expression in the behaviorally activated dataset (AU-act v AI-act). Previously identified AU genes that were selectively decreased under homecage conditions (N=169; blue line) were significantly increased in AU-act rats (p=2 x10^-25^), whereas the genes that had elevated expression in AU rats under homecage, basal conditions (N=117; red line) were not significantly different from the distribution of all genes (black line) in the activated dataset (p=0.42). Positive d-stat values indicated increased expression in AU subjects relative to AI. The black line (representing all genes) in panel A is equivalent to the solid black line in Figure 3B. **B**. CA3 AU specific genes, derived from the basal aging dataset [14], were also tested for differential expression in the learning-activated dataset for Y rats. AU decreased genes (N=113) were significantly increased in Y rats (learning activated vs control protocols, blue line compared to all genes represented by the black line, p=1.3 x10^-25^) while the AU genes with increased expression under homecage basal conditions (N=82) were not significantly different from the distribution of all genes (red line compared to black line; p=0.8). Positive d-stat values indicated increased expression with spatial learning. The black line represents the distribution of all genes in the learning v control comparison in young rats in the arrays [18].

### Increased inhibition of is a signature of AU-act rats

One feature of cognitively impaired individuals in both humans and rodent populations is the presence of CA3/DG overactivity. Thus, it was particularly striking to observe increased expression for a series of molecules involved in inhibitory neuronal function, which could be relevant for the control of CA3 excitability in AU-act rats. Figure 8 shows relative microarray expression levels of all GABA and Glycine receptors, as well as both GABA synthetic enzymes and three GABA/Glycine receptor-specific anchor proteins gephyrin, neuroplastin and radixin that exceeded the low expression cut-off in the behaviorally-activated dataset. Nine of the 19 genes showed significantly increased expression in AU-act rats at an FDR<0.1 with three more genes having a p<0.05 with slightly higher FDRs. 

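Of the 19 genes, 16 have a probeset named for them, and 3 were higher in AU-act rats at an adjusted p under 0.1 from limma when the brightest probeset stands for each gene (3 when adjusted over the list alone at 0.05). Gabrg1, a GABA-A receptor subunit, was higher by 0.35 on the log2 scale (SE 0.08, adjusted p = 0.00587), and 16 of 16 AU-act rats lay above the AI-act mean. Gad2, a GABA synthetic enzyme, was higher by 0.48 (SE 0.14, adjusted p = 0.0391), and Glrb, the beta subunit of the glycine receptor, by 0.10 (SE 0.03, adjusted p = 0.0334). None (0) was lower. Counting a gene when any of its probesets passes, 7 were higher: a dimmer probeset of the metabotropic GABA-B receptor gene Gabbr1 had a fold of 2.303 (adjusted p = 0.0728) and one of Gabbr2 a log2 difference of 0.38 (SE 0.09, adjusted p = 0.00683), against log2 differences of 0.03 (SE 0.06) and 0.01 (SE 0.07) at their brightest. The other synthetic enzyme gene, Gad1, had 0.55 (SE 0.11, adjusted p = 0.00255) at its dimmer and 0.10 (SE 0.05, adjusted p = 0.283) at its brighter probeset, and the 5 probesets of the anchor radixin, Rdx, ran from -0.18 (SE 0.10) to 0.43 (SE 0.09). Subunits of tonic inhibition, Gabra4 and Gabra5, had 0.23 (SE 0.10, adjusted p = 0.182) and 0.06 (SE 0.03, adjusted p = 0.280), and the anchors Nptn and Gphn had 0.06 (SE 0.03) and 0.02 (SE 0.03). Gabrb1, Gabrb2, Gabra2, Gabrd and Glra2 had 0.01, -0.02, -0.03, 0.02 and 0.12 with none past the test. The genes were displayed by the paper from these arrays, so the count is not independent evidence. Camera gave the list an adjusted p of 0.0127 (adjusted p = 0.199 with an estimated correlation). After quantile normalization camera gave 0.0546, while it stayed under 0.05 with median centring, the replicate block and the dissection covariates. With the control 3′ minus 5′ difference as a covariate 0 of the genes passed, and Gabrg1, Gad2 and Glrb fell to 0.16, 0.22 and 0.06. The calls of Gad2 and Glrb at 0.05 each rest on several arrays, 12 and 7 of which end the call when left out singly.

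**Figure D3:**
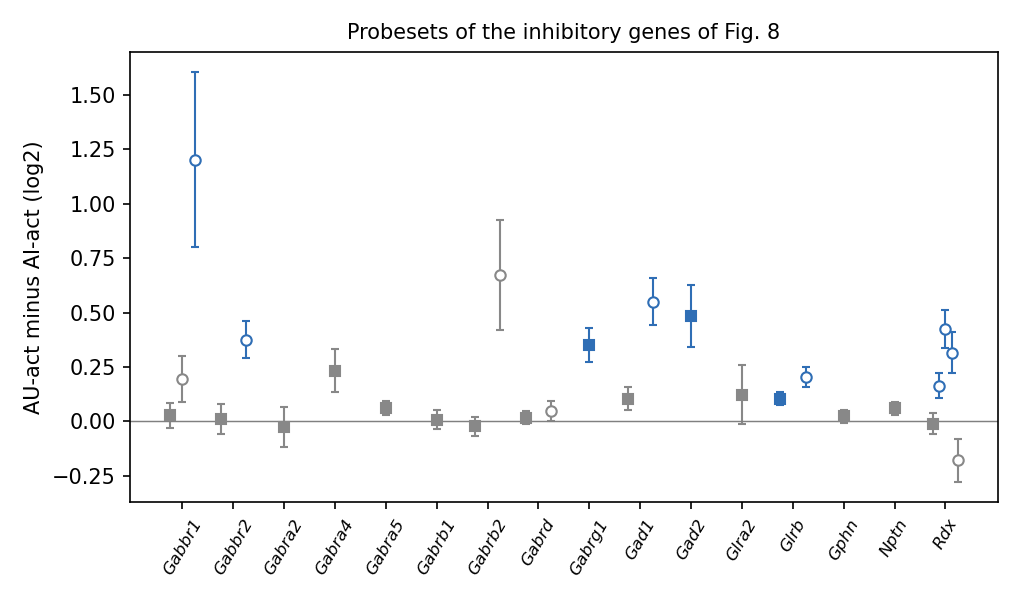
AU-act minus AI-act log2 difference with its standard error (vertical axis) for 27 probesets of 16 inhibitory genes. Squares are the brightest probeset of a gene, open circles the others, and blue marks an adjusted p under 0.1. The brightest Gabbr1 probeset is at 0.03 and the brightest Gabbr2 probeset at 0.01.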

We previously independently confirmed expression differences in Gabra5, which showed differential expression in our basal microarray study, but most of these genes associated with neuronal inhibitory function show little differential expression under basal conditions [14]. A subset of these genes also showed learning induced increased expression in young rats, but the magnitude and extent was unique to the AU-act dataset. Because our neural recording studies have shown that CA3 neurons in AI rats have elevated firing rates and fail to rapidly encode new information in a manner comparable to young adults [6,8], this AU-act profile may significantly contribute to the unimpaired aged phenotype supporting enhanced inhibitory control. This inhibition may be particularly important for proper CA3 function because the CA3 recurrent collaterals provide a feed-forward loop for excitatory neurotransmission, providing the majority of excitatory drive onto CA3 pyramidal neurons. Increased expression of genes associated with inhibitory function may act as a brake on CA3 excitation in AU rats, contributing to the ability of those rats to regulate excess neuronal activity and maintain the ability to rapidly encode new information in the network. 

**Figure 8:**
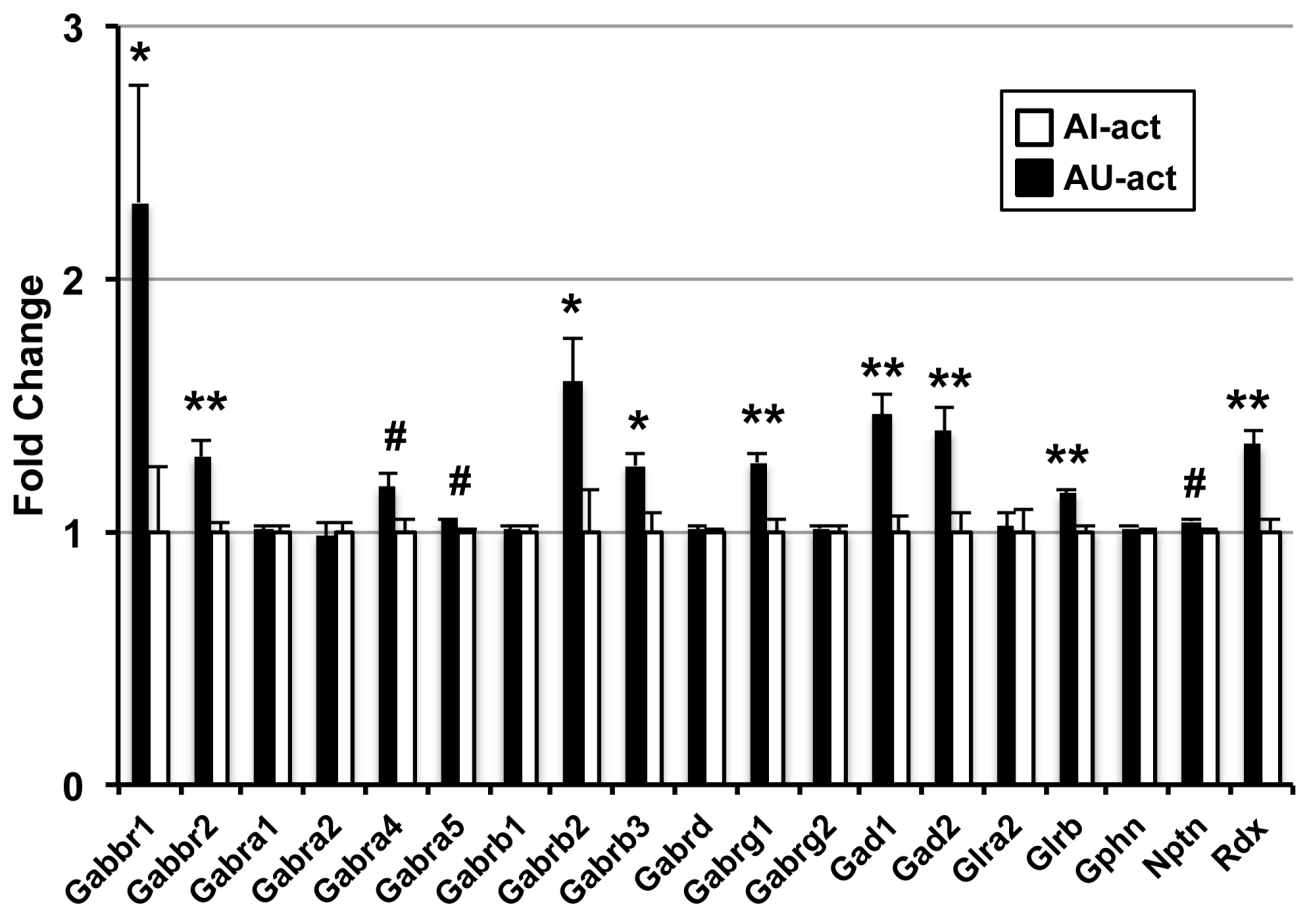
Genes associated with inhibitory neural function are increased in AU-act subjects. Relative microarray intensities of genes encoding inhibitory synaptic/extrasynaptic receptors and synthetic enzymes are plotted for AU and AI activated rats. **, p<0.05 and FDR<0.05; *, p<0.05 and FDR<0.1; #, p<0.05 and FDR<0.15. Error bars indicate SEM. Abbreviations: Gabbr1, GABA-B receptor 1; Gabbr2, GABA-B receptor 2; Gabra1, GABA-A receptor α1; Gabra2, GABA-A receptor α2; Gabra4, GABA-A receptor α4; Gabra5, GABA-A receptor α5; Gabrb1, GABA-A receptor β1; Gabrb2, GABA-A receptor β2; Gabrb3, GABA-A receptor β3; Gabrd, GABA-A receptor δ; Gabrg1, GABA-A receptor γ1; Gabrg2, GABA-A receptor γ2; Gad1, glutamate decarboxylase 1; Gad2, glutamate decarboxylase 2; Glra2, glycine receptor, a2; Glrb, glycine receptor, b; Gphn, gephyrin; Nptn, neuroplastin; Rdx, radixin.

## Discussion

Our previous research has directed attention to the CA3 subfield of the hippocampus as a focal point for neurobiological alterations underlying age-related memory decline [12,14,24]. Indeed, insights gained from this model, at molecular and systems levels of analysis, have recently allowed for a translation to elderly humans and patients with amnestic mild cognitive impairment using functional magnetic resonance imaging (fMRI) [9,11,25]. Those clinical investigations were built primarily on the basis for CA3 dysfunction identified in aged rats with memory impairment. Here we compare behaviorally activated CA3 gene expression profiles of rats that age without cognitive decline (AU) to cohorts with significant impairment (AI) to investigate neurobiological features that may contribute to preserved cognitive function in aged individuals. Our results suggest that while AU rats engage some of the same molecular pathways as young rats performing a spatial memory task, significant differences in gene regulation are evident between young and AU subjects. Some unique AU expression patterns suggest engagement of mechanisms designed to control excitability both under basal and activated conditions.

We used gene expression microarrays to generate the profiles of the aged rat CA3 transcriptome after behavioral activation. We also leveraged our previously published CA3 microarray datasets to provide comparison profiles for basal gene expression and for learning-induced expression in young subjects. In the current study, behaviorally activated gene profiles distinguished aged unimpaired rats from aged impaired, consistent with our finding of differential basal CA3 profiles for those aged subgroups [14]. However, across the spectrum of aged cognitive performance, the overall mRNA profiles after behavioral activation showed no positive correlation with the basal profiles, indicating further distinctions in gene expression differentiating AU and AI subpopulations under basal and behaviorally-activated conditions. 

Genes with increased expression clearly predominated over genes with decreased expression in AU rats relative to AI rats after behavioral activation. Further analysis revealed that genes in the AU-act profile with increased mRNA expression belonged to functional groups involved in neurotransmission and synaptic plasticity. The proposed contribution of such activated AU gene expression to the acquisition of new information in the behavioral task is consistent with the substantial overlap in AU-act gene expression with genes increased in CA3 after spatial learning in young adult rats [18]. At the same time, the data suggest that gene expression was recruited somewhat less selectively in AU rats compared with young adults under the conditions of the two protocols used for gene induction. AU rats did not exhibit a significantly different CA3 expression pattern between the S and NS versions of the induction protocol but rather showed a relatively similar transcriptional response across those conditions. In contrast, our previous experiment demonstrated that young rats produced a more distinctive CA3 gene expression profile between the S and NS induction protocols ([18]; S and NS were called LA and CTL respectively in this paper). Nonetheless, AU rats clearly used spatial information to support behavioral learning as manifest in a strong spatial bias in probe trial performance searching at the position of the platform that defined the escape location during training in the S-protocol. The ability of the AU rats to encode spatial information in the absence of a gene expression S-NS difference could reflect a mechanistic shift, possibly to post-transcriptional/translational mechanisms, that facilitates learning in the environment of the aging brain. 

Consistent with published studies demonstrating increased gene expression after watermaze training, including visible platform training, relative to naïve controls [16,26], comparisons between the profiles in basal and behavioral induction conditions suggest that AU rats exhibit robust activation of mRNA relative to AI rats in response to performance of a behavioral task in a novel environment. Thus, in comparison, AI rats are either unable to activate gene expression, or do so less robustly. This interpretation is supported by studies in this model of the functional integrity of synaptic plasticity mechanisms, which are consistent with differential AU/AI profiles under basal and activated conditions. Examination of long-term potentiation (LTP) and long–term depression (LTD) in hippocampal slice preparations have found subfield specific LTP and LTD deficits in AI rats with relative integrity of these mechanisms in AU subjects [27-29]. Due to impaired plasticity, AI rats would be expected to have a reduced ability to activate downstream signaling pathways and to appropriately regulate gene transcription in response to new information. Whereas preserved plasticity in AU rats provides an intact pathway for gene induction and production of the molecular substrates of new information encoding and consolidation. 

In our original assessment of basal aging microarrays for the AI and AU phenotypes, we identified a set of genes that were uniquely differentially expressed in AU rats relative to both young and AI [14]. Such genes represent an AU signature that could elucidate mechanisms engaged by AU individuals to maintain function in an aging context. We examined the distribution of those genes in the behaviorally activated condition and found that remarkably, almost half of the genes that were significantly repressed in AU rats, under basal conditions, were among those increased in behaviorally activated AU rats relative to AI. Because many of those genes are involved in neurotransmission by functional group analysis, those results suggest tighter control over neuronal activity in homecage basal conditions in the aged rats with preserved cognitive abilities. The distinctive regulation of those genes might contribute to control over neuronal excitability, a critical aspect of aged individuals with intact cognitive function. 

The pattern of gene regulation noted above was illustrated by the amyloid precursor protein (App) gene (Figure 6), which shows repression in basal AU and significantly greater expression with behavioral activation in AU-act relative to AI-act. App expression was also similarly increased in young animals as a consequence of spatial learning [18]. App is a multifunctional protein central to a pathophysiological pathway in Alzheimer’s disease (AD). At the same time, multiple cleavage products have been reported to have differential activities with sAppα, an extracellular non-amyloidogenic fragment, demonstrating neuroprotective effects and contributing positively to both short and long term memory [23]. The Aβ fragment, believed to be critical in the pathophysiology of AD, is neurotoxic upon accumulation, but modulates synaptic plasticity, perhaps as a negative feedback mechanism contributing to homeostatic maintenance of synaptic plasticity [30]. Generation of these two products is mutually exclusive based on the cleavage site of sAppα which lies in the middle of the Aβ fragment. Within that framework, the differential regulation of App mRNA levels in AU rats might be part of a program to regulate the differential effects of the various App cleavage products. Decreased expression at baseline could reduce excess production of Aβ while up-regulation with behavioral training could induce production of products needed for memory formation. Consistent with that possibility, alongside the APP increase, increased expression of the α-secretase Adam10 was detected in the activated AU profile, potentially biasing the cleavage pattern more towards production sAppα rather than Aβ [23]. This shift could play a dual role of enhancing molecules contributing to memory as well as reducing neurotoxic molecules to serve a neuroprotective function. 

The finding that AU rats appear to more tightly regulate gene expression in basal conditions, relative to both Y and AI, together with a pattern in which considerable numbers of those genes are increased in AU-act rats, is particularly interesting in light of the hyperexcitability of CA3 neurons identified in impaired aged rats [8]. Together, the basal and activated profiles suggest that mechanisms in AU rats are engaged to maintain control over such excitability. Consistent with this interpretation we found increased expression of many genes involved in inhibitory neurotransmission, including GABA and glycine receptor subunits, together with receptor binding partners, and GABA synthetic enzymes in the behaviorally activated AU profile. Increased expression of both GABA synthetic enzymes supports a non-specific increase in GABA production. However, receptor subunit expression increases favor slow inhibitory neurotransmission (Gabbr1 and Gabbr2) and tonic inhibition (Gabra4, Gabra5, Rdx, Nptn) but not synaptic inhibition (Gabra1, Gabra2, Gabrg2, Gphn). Slow, G-protein coupled inhibitory neurotransmission is mediated by GABA-B receptors with each receptor requiring B1 and B2 receptor subunits, both of which are increased in AU activated rats. Activation of GABA-B receptors reduces glutamate release when localized presynaptically and inhibits calcium spikes postsynaptically [31]. GABA-B1 null mice demonstrate a critical role for these receptors in the maintenance of inhibition, where receptor deletion results in hyperexcitability of the CA3 subfield and generalized epilepsy [32]. Both GABA-A α4 and α5 containing receptors mediate tonic inhibition and are localized extrasynaptically where low levels of GABA produce a persistent inhibitory conductance [33]. The anchor protein, radixin, is necessary for the clustering of GABA-A α5 receptors in the membrane, and neuroplastin, a newly identified GABA-A receptor interacting partner, is also associated with extrasynaptic GABA-A α5 subunits [34,35]. The relevance of these activated AU gene increases is supported by a pharmacological targeting study in our aging model, in which administration of a GABA-A α5 positive allosteric modulator improved spatial memory of aged impaired rats [36]. In addition, CA3 specific enhancement of inhibition is sufficient to improve spatial memory performance, supporting the potential cognitive impact of the noted gene changes [12]. Thus, enhanced expression of inhibitory neurotransmission could exert a regulating influence on task induced neuronal activity and reduce the likelihood of the hyperactivity that occurs in AI rats. 

An understanding of the biological basis for preserved cognitive function in the elderly has important implications for appropriate intervention targets in impaired individuals. Much attention to this topic has focused on a disconnection between evidence for brain pathology, in particular signatures of Alzheimer’s disease, and cases where such individuals have been deemed to be clinically normal, with cognitive reserve invoked to account for this discrepancy. Because animals in the outbred rodent model used in the current research are not subject to pathological neurodegenerative disease, the results here are more relevant to the concept of reserve as applied to healthy aging. In that context the construct of reserve is used to account for high performing individuals who do not exhibit the milder deficits that are common in the elderly population. Such reserve might be based on individual differences in brain structure and/or differences in recruitment of neuronal resources within neural networks essential for maintaining cognition. While, studies examining the connectivity and recruitment of neural networks in aged rodents are only just beginning [37] the data presented here support region specific individual differences in recruitment under conditions of behavioral activation as evidenced by differential gene expression patterns, possibly suggesting a reserve-like phenomenon in rodents. 

At the same time, the behavioral capacity, together with studies demonstrating intact encoding properties of neurons in AU rats, have been viewed as providing evidence for maintained brain function on a par with young adults [38]. In the current study, further evidence for maintenance of brain function is provided by the induction of mRNAs with behavioral activation in AU rats that resemble gene expression patterns induced by spatial learning in young adults. Beyond such similarity, however, AU rats differ from young adults, both in basal gene expression profiles as reported previously [14] and, in the current study, for example, in the similarity of AU gene profiles in S and NS task conditions. Indeed, the comparison between S and NS datasets shows a pattern of gene regulation in AU rats that is quite distinct from young rats under the same conditions. It is also notable that the mRNAs contributing to inhibitory function were a particularly distinctive feature of the AU-activated profile, consistent with the interpretation of a coordinated control over neuronal excitability observed in the context of brain aging. Thus, the AU activated profile may reflect selective changes in the context of aging rather than merely maintenance of a young-like brain state. These data reinforce a perspective that preservation of intact memory at older ages may require specific neurobiological adaptations to support the function of critical neuronal circuits and a high level of cognitive performance. Through the use of transcriptome profiling across datasets acquired in a well-characterized model for individual differences in healthy outbred rats here we report evidence for such neuroadaptive aging in rats with preserved cognitive function. These results, based on a gene discovery approach, point to conditions that may better optimize brain function in the context of brain aging. 

## Methods

### Animals

Aged, male Long-Evans rats were obtained at 8-9 mo of age from Charles River Laboratories (Raleigh, NC) and housed in a vivarium at The Johns Hopkins University until 24-26 mo of age for the present study. All rats were individually housed at 25°C and maintained on a 12 hr light/dark cycle. Food and water were provided ad libitum. All rats included in the study were determined to be healthy as confirmed by pathogen-free status throughout the experiments, screening for disability, as well as by necropsies at the time of sacrifice. 

### Ethics statement

All animal procedures were approved by The Johns Hopkins University animal care and use committee (Protocol # RA11A44) in accordance with the National Institutes of Health directive. All efforts were made to minimize animal suffering.

### Behavioral characterization

Behavioral assessment of memory function in a Morris water maze task was conducted as previously described [4]. Briefly, the water maze consisted of a circular pool surrounded by white curtains with black patterns affixed to provide a configuration of spatial cues. The rats were trained for eight days (three trials per day) to locate a camouflaged escape platform that remained at the same location throughout training. Every sixth trial consisted of a probe trial (free swim with no escape platform) that served to assess the development of a spatially localized search for the escape platform. The primary measure used in the spatial learning task was proximity to the escape platform location, a sensitive method for behavioral analysis in this task [39]. A learning index (LI), generated from the proximity measure, was used to define impairment in the rats. Lower scores reflect better performance as they indicate a search closer to the platform location. Aged rats were categorized based on the normative range of young performance established across years of testing with this model. Those aged rats performing within the normative range of young adults were designated aged unimpaired (AU) whereas those performing worse than young were considered aged impaired (AI). Thirty-two animals from 6 separate runs were selected for inclusion in this study to represent a complete range of performance as indicated by learning index and to equate performance across spatial and non-spatial conditions of the induction protocols (Figure 1A). Although young subjects were not used in this study, each run included aged and young subjects to ensure consistency of the background behavioral characterization relative to young adults across runs. 

### Gene expression induction protocol

4-6 weeks after behavioral characterization, all rats were given a single training session (8 trials with 8-min ITI) in a new water maze environment located at a different site as described in detail in [18]. Rats designated for the spatial condition (S protocol) received training in the presence of prominent extramaze spatial cues and in which a visible escape platform remained at the same location for all training trials. The non-spatial group (NS protocol) received training in which the location of the visible platform varied across the trials and the prominent extramaze cues were removed. Intact escape performance during training compared across induction protocols was used to ensure the absence of sensorimotor and motivational deficits that could affect differences in gene expression profiles. One hour after the last training trial, all rats were given 90-sec probe trial without the escape platform. Data were analyzed with a video tracking system (HVS Image Analyzing VP-116) and an IBM PC computer with software developed by HVS Imaging (Hampton, UK).

### Hippocampal dissection

Rats were sacrificed by rapid decapitation immediately after the induction protocol probe trial, and CA3 dissections were performed as previously described [14]. Briefly, the CA3 subfield was microdissected by hand from transverse hippocampal sections under a dissecting microscope. Tissue for each CA3 was pooled across hemispheres of the same animal, frozen on dry ice and then stored at -80°C until all samples were collected. RNA isolated from each animal was hybridized to a separate array. 

### Microarray analysis

RNA samples were sent to the Johns Hopkins Microarray core facility for cRNA labeling and hybridization to Affymetrix rat 230 2.0 microarrays using standard Affymetrix recommended procedures (detailed in [14]). All quality control, normalization, differential expression, and exploratory analysis of microarray data were performed using the open-source R statistical language (http://www.r-project.org/). Raw CEL files from individual hybridizations were imported using the "affy" package in the Bioconductor collection of R packages [40] (http://www.bioconductor.org/). Quality of microarray data was assessed on many levels including RNA degradation plots, boxplots of raw and transformed data and examination of chip pseudoimages. Several dimension reducing algorithms, including principal component analysis (PCA), multidimensional scaling (MDS), and clustering were used to assess variance globally across all expression measures and to identify outlier microarrays. Based on these data, 1 array was excluded from further analysis (1 AI non-spatial subject) resulting in 16 AU arrays (8 spatial and 8 non-spatial) and 15 AI arrays (8 spatial and 7 non-spatial). The "gcrma" package in Bioconductor was used to normalize microarray data following quality control procedures. This involves background correction, quantile normalization, and probeset summarization. All raw data is publicly available via the GEO database http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE47867.

Significance Analysis in Microarrays d-statistics [41] were used to assess differential expression across groups of animals. This entails a moderated T-statistic, which borrows variance information across genes in order to increase statistical power and to avoid the tendency to find low variance expression changes significant. In addition, an empirically determined low intensity limit was used. This limit was determined by inspecting differential expression statistics across the range of intensity measures. As is common in Affymetrix data normalized with GCRMA, there was a clear level below which differential expression statistics showed markedly different behavior with regards to variance and bias yielding a bimodal distribution of intensities in the log_2_ scale. In this case it was at a value of 4 in the log_2_ scale for all datasets. Expression values below this limit were omitted from the analysis of differential expression of individual genes. Initially spatial and non-spatial arrays were assessed independently, but given the similarity in expression profiles between spatial and non-spatial subjects, these conditions were combined within cognitive groups as described in the main text. To control for false positives introduced by large numbers of comparisons, false discovery rate (FDR) analysis was used to create gene lists containing a precisely estimated proportion of false hits. This is achieved by comparing the observed differential expression statistics to those expected by chance. Those expected by chance are estimated by permuting the group labels of the data many times and recalculating differential expression statistics. For comparisons that included all subjects, i.e. spatial and non-spatial conditions, a 5% FDR was imposed, but this was increased to 10% for comparison between conditions within a cognitive subgroup due to the reduced number of subjects. 

### Multidimensional scaling analysis (MDS)

Using all gene expression measures generated from each microarray exceeding the low expression cut-off, the pair-wise correlation (r) between all possible sample pairs was calculated. An MDS algorithm was used to represent all pair-wise distances (defined to be 1-r) such that each sample was visualized as a single point in 2D space. 

### Functional groups analysis

Functional groups analysis was performed on the list of probesets significantly differentially expressed as determined by SAM between activated AU and activated AI rats. All included probesets were significant at an FDR <0.05. Probesets increased in AU were examined separately from those decreased in AU. Affymetrix identifiers for each probeset in the list were inputted into the free online program DAVID (http://david.abcc.ncifcrf.gov/home.jsp [21,22]) to assess overrepresentation of genes in functional groups. Only functional groups meeting a Bonferroni corrected p<0.05 are included in Table S1. 

### Comparison across gene arrays

The three gene array datasets compared in this study were generated using the same Affymetrix Rat 230 platform. The behaviorally activated and basal RNA were run on the Rat 230-2.0 arrays while the young learning dataset utilized the Rat 230A array, which contained a subset (approximately half) of the probesets employed on the 230-2.0 arrays. In all cases comparisons were made via probeset identifiers, not gene annotations. Because each of these datasets were run independently with different scaling parameters, direct comparison of probeset intensities across datasets was not appropriate. Therefore comparisons were made based on significant gene lists, SAM d-statistics, or fold change values. Although the three microarray experiments were performed independently and should be interpreted accordingly, there was consistency across all experiments regarding animal source and housing conditions, behavioral training procedures, data analysis and apparatus, dissection and RNA extraction protocols, microarray hybridization and microarray analysis. Additionally key personnel were identical across all three studies (RPH, CC and MG). 

### Statistical analysis

Differences in behavioral performance were assessed with analysis of variance (ANOVA) followed by Fisher’s post hoc where appropriate. All statistics are given in the text and/or figure legends. 

## Supporting Information

Figure S1 **Correspondence between spatial and non-spatial CA3 gene expression patterns.** **A**. PCA plot of CA3 gene expression profiles of subjects in the spatial condition. **B**. SAM d-statistic density plot comparing AI-S to AI-NS expression profiles shows no genes differentially expressed between groups at an FDR=0.1. **C**. MDS analysis of AI-S and AI-NS subjects exhibits near complete overlap of subject groups. **D**. SAM d-statistic density plot comparing AU-S to AU-NS expression profiles shows no genes differentially expressed between groups at an FDR=0.1. **E**. MDS analysis of AU-S and AU-NS subjects also exhibits substantial overlap of subject groups.
(PDF) Click here for additional data file.

Figure S2 **Behaviorally activated profiles predominantly differentiate AU from AI rats.** MDS plot of AU-act and AI-act CA3 gene expression profiles.
(PDF) Click here for additional data file.

Figure S3 **Spatial and Non-spatial protocols induce expression profiles distinct from basal expression.** **A**. SAM d-statistics plot comparing the basal aged dataset AU v AI analysis against the corresponding data derived from AU-S v AI-S comparison. **B**. A similar plot of basal AU v AI comparison against the corresponding data derived from the NS data (AU-NS v AI-NS).
(PDF) Click here for additional data file.

Figure S4 **Genes uniquely decreased in AU rats under basal conditions are subsequently increased with behavioral activation in AU-act rats and with spatial learning in young.** **A**. SAM d-statistic comparison between the basal dataset (AU v AI) and behaviorally activated dataset (AU-act v AI-act) is color coded to show AU specific increased (red) and decreased (blue) genes. **B**. SAM d-statistic comparison between the basal dataset (AU v AI) and young spatial learning dataset (Y-LA v Y-CTL) is color coded to show AU specific increased (red) and decreased (blue) genes.
(PDF) Click here for additional data file.

Figure S5 **Relative microarray intensities of GO: Synaptic Transmission functional group genes demonstrate dynamic regulation with behavioral activation.** **A**. Relative gene expression levels from Basal aging dataset. **B**. Relative gene expression levels from behaviorally activated dataset.
(PDF) Click here for additional data file.

Table S1 **DAVID functional groups for AU-activated increased genes.**
(XLSX) Click here for additional data file.

Table S2 **CA3 expressed genes with increased expression in Young learning and AU activated rats.**
(XLSX) Click here for additional data file.

## References

[1] den DunnenWF, BrouwerWH, BijlardE, KamphuisJ, van LinschotenK et al. (2008) No disease in the brain of a 115-year-old woman. Neurobiol Aging 29: 1127-1132. doi:10.1016/j.neurobiolaging.2008.04.010. PubMed: 18534718.18534718

[2] NybergL, LövdénM, RiklundK, LindenbergerU, BäckmanL (2012) Memory aging and brain maintenance. Trends Cogn Sci 16: 292-305. doi:10.1016/j.tics.2012.04.005. PubMed: 22542563.22542563

[3] TuckerAM, SternY (2011) Cognitive reserve in aging. Curr Alzheimer Res 8: 354-360. doi:10.2174/156720511795745320. PubMed: 21222591.21222591PMC3135666

[4] GallagherM, BurwellR, BurchinalM (1993) Severity of spatial learning impairment in aging: development of a learning index for performance in the Morris water maze. Behav Neurosci 107: 618-626. doi:10.1037/0735-7044.107.4.618. PubMed: 8397866.8397866

[5] AlbertMS (2011) Changes in cognition. Neurobiol Aging 32 (Suppl 1): S58-S63. doi:10.1016/j.neurobiolaging.2011.09.010. PubMed: 22078174.22078174PMC3929949

[6] WilsonIA, GallagherM, EichenbaumH, TanilaH (2006) Neurocognitive aging: prior memories hinder new hippocampal encoding. Trends Neurosci 29: 662-670. doi:10.1016/j.tins.2006.10.002. PubMed: 17046075.17046075PMC2614702

[7] SmithTD, AdamsMM, GallagherM, MorrisonJH, RappPR (2000) Circuit-specific alterations in hippocampal synaptophysin immunoreactivity predict spatial learning impairment in aged rats. J Neurosci 20: 6587-6593. PubMed: 10964964.1096496410.1523/JNEUROSCI.20-17-06587.2000PMC6772954

[8] WilsonIA, IkonenS, GallagherM, EichenbaumH, TanilaH (2005) Age-associated alterations of hippocampal place cells are subregion specific. J Neurosci 25: 6877-6886. doi:10.1523/JNEUROSCI.1744-05.2005. PubMed: 16033897.16033897PMC6725350

[9] YassaMA, StarkSM, BakkerA, AlbertMS, GallagherM et al. (2010) High-resolution structural and functional MRI of hippocampal CA3 and dentate gyrus in patients with amnestic Mild Cognitive Impairment. Neuroimage 51: 1242-1252. doi:10.1016/j.neuroimage.2010.03.040. PubMed: 20338246.20338246PMC2909476

[10] YassaMA, LacyJW, StarkSM, AlbertMS, GallagherM et al. (2011) Pattern separation deficits associated with increased hippocampal CA3 and dentate gyrus activity in nondemented older adults. Hippocampus 21: 968-979. PubMed: 20865732.2086573210.1002/hipo.20808PMC3010452

[11] BakkerA, KraussGL, AlbertMS, SpeckCL, JonesLR et al. (2012) Reduction of hippocampal hyperactivity improves cognition in amnestic mild cognitive impairment. Neuron 74: 467-474. doi:10.1016/j.neuron.2012.03.023. PubMed: 22578498.22578498PMC3351697

[12] KohMT, HabermanRP, FotiS, McCownTJ, GallagherM (2010) Treatment strategies targeting excess hippocampal activity benefit aged rats with cognitive impairment. Neuropsychopharmacology 35: 1016-1025. doi:10.1038/npp.2009.207. PubMed: 20032967.20032967PMC2820138

[13] SanchezPE, ZhuL, VerretL, VosselKA, OrrAG et al. (2012) Levetiracetam suppresses neuronal network dysfunction and reverses synaptic and cognitive deficits in an Alzheimer's disease model. Proc Natl Acad Sci U S A.10.1073/pnas.1121081109PMC347949122869752

[14] HabermanRP, ColantuoniC, StockerAM, SchmidtAC, PedersenJT et al. (2011) Prominent hippocampal CA3 gene expression profile in neurocognitive aging. Neurobiol Aging 32: 1678-1692. doi:10.1016/j.neurobiolaging.2009.10.005. PubMed: 19913943.19913943PMC2891610

[15] GuzowskiJF, LyfordGL, StevensonGD, HoustonFP, McGaughJL et al. (2000) Inhibition of activity-dependent arc protein expression in the rat hippocampus impairs the maintenance of long-term potentiation and the consolidation of long-term memory. J Neurosci 20: 3993-4001. PubMed: 10818134.1081813410.1523/JNEUROSCI.20-11-03993.2000PMC6772617

[16] GuzowskiJF, SetlowB, WagnerEK, McGaughJL (2001) Experience-dependent gene expression in the rat hippocampus after spatial learning: a comparison of the immediate-early genes Arc, c-fos, and zif268. J Neurosci 21: 5089-5098. PubMed: 11438584.1143858410.1523/JNEUROSCI.21-14-05089.2001PMC6762831

[17] IgazLM, ViannaMR, MedinaJH, IzquierdoI (2002) Two time periods of hippocampal mRNA synthesis are required for memory consolidation of fear-motivated learning. J Neurosci 22: 6781-6789. PubMed: 12151558.1215155810.1523/JNEUROSCI.22-15-06781.2002PMC6758123

[18] HabermanRP, LeeHJ, ColantuoniC, KohMT, GallagherM (2008) Rapid encoding of new information alters the profile of plasticity-related mRNA transcripts in the hippocampal CA3 region. Proc Natl Acad Sci U S A 105: 10601-10606. doi:10.1073/pnas.0804292105. PubMed: 18650386.18650386PMC2492487

[19] GallagherM, BurwellRD (1989) Relationship of age-related decline across several behavioral domains. Neurobiol Aging 10: 691-708. doi:10.1016/0197-4580(89)90006-7. PubMed: 2628781.2628781

[20] RobitsekRJ, FortinNJ, KohMT, GallagherM, EichenbaumH (2008) Cognitive aging: a common decline of episodic recollection and spatial memory in rats. J Neurosci 28: 8945-8954. doi:10.1523/JNEUROSCI.1893-08.2008. PubMed: 18768688.18768688PMC2585597

[21] Huang daW, ShermanBT, LempickiRA (2009) Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc 4: 44-57. PubMed: 19131956.1913195610.1038/nprot.2008.211

[22] Huang daW, ShermanBT, LempickiRA (2009) Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res 37: 1-13. doi:10.1093/nar/gkp505. PubMed: 19033363.19033363PMC2615629

[23] KimD, TsaiLH (2009) Bridging physiology and pathology in AD. Cell 137: 997-1000. doi:10.1016/j.cell.2009.05.042. PubMed: 19524503.19524503

[24] GallagherM, ColantuoniC, EichenbaumH, HabermanRP, RappPR et al. (2006) Individual differences in neurocognitive aging of the medial temporal lobe. AGE: Journal of the American Aging Association 28: 221-223. doi:10.1007/s11357-006-9017-5.PMC325915122253491

[25] YassaMA, MattfeldAT, StarkSM, StarkCE (2011) Age-related memory deficits linked to circuit-specific disruptions in the hippocampus. Proc Natl Acad Sci U S A 108: 8873-8878. doi:10.1073/pnas.1101567108. PubMed: 21555581.21555581PMC3102362

[26] CavallaroS, D'AgataV, ManickamP, DufourF, AlkonDL (2002) Memory-specific temporal profiles of gene expression in the hippocampus. Proc Natl Acad Sci U S A 99: 16279-16284. doi:10.1073/pnas.242597199. PubMed: 12461180.12461180PMC138602

[27] BoricK, MunozP, GallagherM, KirkwoodA (2008) Potential adaptive function for altered long-term potentiation mechanisms in aging hippocampus. J Neurosci 28: 8034-8039. doi:10.1523/JNEUROSCI.2036-08.2008. PubMed: 18685028. Available online at: 10.1523/JNEUROSCI.2036-08.2008 Available online at: PubMed: 18685028 18685028PMC2615232

[28] LeeHK, MinSS, GallagherM, KirkwoodA (2005) NMDA receptor-independent long-term depression correlates with successful aging in rats. Nat Neurosci 8: 1657-1659. doi:10.1038/nn1586. PubMed: 16286930.16286930

[29] YangS, MegillA, ArdilesAO, RansomS, TranT et al. (2013) Integrity of mGluR-LTD in the Associative/Commissural Inputs to CA3 Correlates with Successful Aging in Rats. J Neurosci 33: 12670-12678. doi:10.1523/JNEUROSCI.1086-13.2013. PubMed: 23904603.23904603PMC3728684

[30] PariharMS, BrewerGJ (2010) Amyloid-beta as a modulator of synaptic plasticity. J Alzheimers Dis 22: 741-763. PubMed: 20847424.2084742410.3233/JAD-2010-101020PMC3079354

[31] ChalifouxJR, CarterAG (2011) GABAB receptor modulation of synaptic function. Curr Opin Neurobiol 21: 339-344. doi:10.1016/j.conb.2011.02.004. PubMed: 21376567.21376567PMC3092847

[32] BrownJT, GillCH, FarmerCE, LanneauC, RandallAD et al. (2003) Mechanisms contributing to the exacerbated epileptiform activity in hippocampal slices of GABAB1 receptor subunit knockout mice. Epilepsy Res 57: 121-136. doi:10.1016/j.eplepsyres.2003.10.013. PubMed: 15013053.15013053

[33] HinesRM, DaviesPA, MossSJ, MaguireJ (2012) Functional regulation of GABAA receptors in nervous system pathologies. Curr Opin Neurobiol 22: 552-558. doi:10.1016/j.conb.2011.10.007. PubMed: 22036769.22036769PMC3846183

[34] LoebrichS, BähringR, KatsunoT, TsukitaS, KneusselM (2006) Activated radixin is essential for GABAA receptor alpha5 subunit anchoring at the actin cytoskeleton. EMBO J 25: 987-999. doi:10.1038/sj.emboj.7600995. PubMed: 16467845.16467845PMC1409722

[35] Sarto-JacksonI, MilenkovicI, SmallaKH, GundelfingerED, KaehneT et al. (2012) The cell adhesion molecule neuroplastin-65 is a novel interaction partner of gamma-aminobutyric acid type A receptors. J Biol Chem 287: 14201-14214. doi:10.1074/jbc.M111.293175. PubMed: 22389504.22389504PMC3340160

[36] KohMT, Rosenzweig-LipsonS, GallagherM (2013) Selective GABA(A) alpha5 positive allosteric modulators improve cognitive function in aged rats with memory impairment. Neuropharmacology 64: 145-152. doi:10.1016/j.neuropharm.2012.06.023. PubMed: 22732440.22732440PMC3445657

[37] LuH, ZouQ, GuH, RaichleME, SteinEA et al. (2012) Rat brains also have a default mode network. Proc Natl Acad Sci U S A 109: 3979-3984. doi:10.1073/pnas.1200506109. PubMed: 22355129.22355129PMC3309754

[38] WilsonIA, IkonenS, McMahanRW, GallagherM, EichenbaumH et al. (2003) Place cell rigidity correlates with impaired spatial learning in aged rats. Neurobiol Aging 24: 297-305. doi:10.1016/S0197-4580(02)00080-5. PubMed: 12498963.12498963

[39] MaeiHR, ZaslavskyK, TeixeiraCM, FranklandPW (2009) What is the Most Sensitive Measure of Water Maze Probe Test Performance? Front Integr Neurosci 3: 4 PubMed: 19404412.1940441210.3389/neuro.07.004.2009PMC2659169

[40] IrizarryRA, HobbsB, CollinF, Beazer-BarclayYD, AntonellisKJ et al. (2003) Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics 4: 249-264. doi:10.1093/biostatistics/4.2.249. PubMed: 12925520.12925520

[41] TusherVG, TibshiraniR, ChuG (2001) Significance analysis of microarrays applied to the ionizing radiation response. Proc Natl Acad Sci U S A 98: 5116-5121. doi:10.1073/pnas.091062498. PubMed: 11309499.11309499PMC33173

# Supplementary material for: Behaviorally Activated mRNA Expression Profiles Produce Signatures of Learning and Enhanced Inhibition in Aged Rats with Preserved Memory
**Source:** PLoS One. 2013 Dec 13;8(12):e83674. doi: 10.1371/journal.pone.0083674
**Supplement:** Figure S2 — Behaviorally activated profiles predominantly differentiate AU from AI rats. MDS plot of AU-act and AI-act CA3 gene expression profiles.

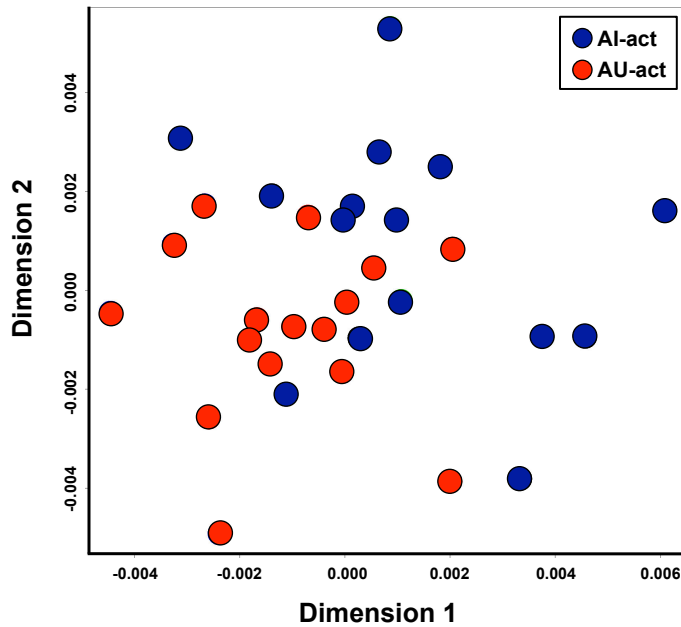

**Figure S2: Behaviorally activated profiles predominantly differentiate AU from AI rats.** MDS plot of AU-act and AI-act CA3 gene expression profiles. Each point within the graph represents a single array colored by cognitive phenotype as indicated. The distance between points is an indication of relative similarity of mRNA profiles. Similar to MDS with the spatial condition alone, AU arrays (red) cluster together partially segregated from AI arrays (blue).

# Supplementary material for: Behaviorally Activated mRNA Expression Profiles Produce Signatures of Learning and Enhanced Inhibition in Aged Rats with Preserved Memory
**Source:** PLoS One. 2013 Dec 13;8(12):e83674. doi: 10.1371/journal.pone.0083674
**Supplement:** Figure S3 — Spatial and Non-spatial protocols induce expression profiles distinct from basal expression. A. SAM d-statistics plot comparing the basal aged dataset AU v AI analysis against the corresponding data derived from AU-S v AI-S comparison. B. A similar plot of basal AU v AI comparison against the corresponding data derived from the NS data (AU-NS v AI-NS).

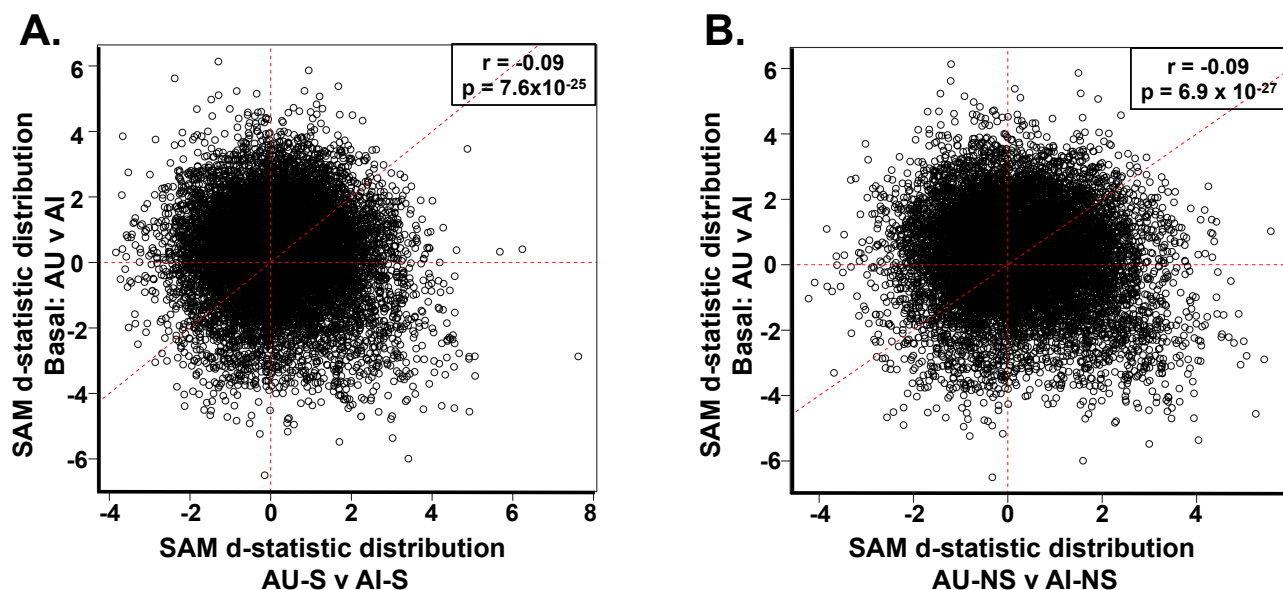

**Figure S3. Spatial and Non-spatial protocols induce expression profiles distinct from basal expression.** **A.** SAM d-statistics for each probeset derived from basal aged dataset AU v AI comparison [14] are plotted on the Y-axis against the corresponding data derived from AU-S v AI-S comparison on the X-axis. A slight negative correlation was found ( $r = -0.09$ ;  $p = 7.6 \times 10^{-25}$ ) that was significant only because of the large number of data points ( $N > 15,000$  probesets). The lack of positive correlation indicated little similarity between the spatial and basal profiles. **B.** SAM d-statistics for each probeset derived from basal aged dataset AU v AI comparison are plotted on the Y-axis against the corresponding data derived from the NS data (AU-NS v AI-NS) on the X-axis. A slight negative correlation was found ( $r = -0.09$ ;  $p = 6.9 \times 10^{-27}$ ) that was significant only because of the large number of data points ( $N > 15,000$  probesets). The lack of positive correlation indicated little similarity between the NS and basal profiles.

How the deposited data were processed for this re-analysis (not part of the article)

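RNA from the CA3 region of 31 aged rats was measured on Affymetrix rat arrays, with 1 array per rat. The groups were AU-S (8), AI-S (8), AU-NS (8) and AI-NS (7), taken from the sample labels, and AU-act (16) and AI-act (15) pool the tasks. Rats of the basal condition and young rats are not analysed here. The authors made the values with gcRMA, whose version is not given in the labels. They are on the log2 scale, from 1.312 to 16.12, and hold 16204 probesets. The smallest mean of a probeset over the arrays was 5.0002. Arrays give no counts, so the number of arrays limits the precision.

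The paper's low intensity limit of 4 on the log2 mean was applied and removed no probeset. Groups were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, constant prior variance, two-sided), with Benjamini-Hochberg adjustment over all 16204 probesets. The threshold was an adjusted p of 0.1 for comparisons within a task or phenotype and for the interaction, and 0.05 for AU-act against AI-act. The SAM statistic was coded by hand (pooled SD plus a constant, 100 permutations) and was not run for the interaction. In a test on simulated data, 200 probesets were given a known difference. At 1.5-fold limma recovered 88% of them for AU-S against AI-S, 87.5% for AU-NS against AI-NS and 94.5% for AU-act against AI-act, and at 1.2-fold 22.5%, 12.5% and 51%.

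Distances between arrays were 1 minus Pearson's correlation over probesets, with a permutation test of the labels. The correlation between tasks was tested with 100 relabellings. The 30 gene lists, with 608 genes in all, were written before the data were examined, as were the groups, the comparisons, the tests and most alternatives. The lists of Fig. 8 genes, LTP genes and Table S2 probesets come from the paper. Lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists. RNA quality was measured as the 3′ minus 5′ difference of the Gapdh and beta-actin control probesets. The difference of the hexokinase control probesets was added later.

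Named genes are those the paper names for these arrays, the 10 probesets with the largest increase and the 10 with the largest decrease between AU-act and AI-act with a single gene, the 3 members of each list with the smallest adjusted p, and up to 5 probesets in each direction for AU-S and AU-NS. For Table S2 they are the 5 smallest adjusted p and up to 5 that did not pass. A few genes that this rule takes are not reported here. The values in the paper's tables and figures had been seen when this rule was written. The brightest probesets of the genes with the largest differences, and the other probesets of genes the paper names, were looked up after those values were seen.

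Alternatives were no intensity limit, a limit on every array, a limit of 6 on the mean, a trend and robust prior, median centring, quantile normalization, array weights, the replicate number as a block, RNA quality or dissection scores (dentate granule and CA1 markers) as covariates, a fit of all 4 groups, a task term, SAM, every probeset of a gene, and each array left out in turn. A hexokinase covariate, RNA quality and dissection covariates together, and a permutation of Welch's statistic were added after the data were seen. Hybridization batches, behavioural runs and learning index scores are not used here. Figures were drawn with Python 3.11 and matplotlib 3.10.9.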

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

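The tests of RNA quality within the groups and between probesets of a gene, of hybridization and of shuffled covariates, and the hexokinase values, were chosen after the effect of the RNA quality covariate had been seen.

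The paper lists RNA degradation plots among its quality checks and gives no values from them. The 3′ minus 5′ difference of control probesets differed between AU and AI rats: AU minus AI was -0.1431 for Gapdh and beta-actin and -0.38 for hexokinase (permutation p = 5e-05). In 92 groups of arrays tested for a single array far from the others, 7 were found, and chance gives about 1 in 20. AI-NS replicate 8 had a control difference of 1.924 (the others 1.47 to 1.638) and AU-S replicate 5 had 1.718 (1.405 to 1.515). Gad2 was 7.897 in AI-S replicate 6 (8.71 to 9.227), Glra2 was 5.924 in AI-S replicate 2 (7.497 to 7.774) and Glrb was 12.54 in AI-S replicate 4 (12.69 to 12.81). Rdx was 11.32 in AI-NS replicate 5 (10.9 to 11.07) and Ntrk2 was 13.26 in AU-S replicate 2 (12.9 to 13.05).

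The AU minus AI difference itself differed between tasks in 3 lists by camera. For dentate granule markers the median of this difference between tasks was -0.3031 (adjusted p = 0.000684; adjusted p = 0.233 with an estimated correlation), for oxidative phosphorylation -0.07037 (adjusted p = 0.0145; adjusted p = 0.934 with an estimated correlation) and for ependymal markers -0.4176 (adjusted p = 0.0145; adjusted p = 0.233 with an estimated correlation).

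The 893 probesets that differed between AU-act and AI-act are not a chance split of the arrays: 1 of 100 splits, the real one, called as many, and the highest other called 2. The 3′ minus 5′ difference of the hybridization spike-ins was close between the phenotypes (AU minus AI 0.0134, permutation p = 0.584). That speaks only to this measure, and hybridization batches, which the labels do not give, could not be tested. Dissection (1081 called with dentate granule and CA1 scores as covariates) is argued against as the whole cause. RNA quality stays open as a candidate cause, and with its covariate 1 probeset was called. The median of the 810 increases went from 0.28 (SE 0.07) to 0.17 (SE 0.07), and to 0.12 with the hexokinase covariate. All 810 stayed positive with the RNA quality covariate. They were chosen as positive in these same arrays, so their sign cannot decide between the causes. Across genes with several probesets the dimmest minus brightest difference followed the slope on RNA quality (r = -0.591, lowest of the shuffles -0.488). The lost calls alone decide nothing, because 10 of 100 draws with the same group difference, the measured covariate included, left as few. The slopes over all probesets (r = -0.458) were reached in 2 of 100 draws, the measured one included. Few shuffles went as far, which goes with RNA quality as a part of the cause. The lowest shuffle gave -0.47, so the slopes alone do not settle it. A difference between AU and AI rats in gene expression stays open, and RNA quality that itself goes with phenotype cannot be separated from it in these arrays.

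For the 67 probesets called between AU-S and AI-S, a chance split is argued against (1 of 100, the real one, called as many, and the highest other called 4). The count was 1 with the RNA quality covariate and 1 with the dentate granule and CA1 scores as covariates. The control difference was -0.1082 between AU-S and AI-S (exact permutation p = 0.0502) and the dentate granule score was -0.7085 (exact permutation p = 0.124). Covariates of the same size that carry no information were not tried here, so a loss of power was not separated from an effect of RNA quality or of dissection. Both stay open, as does a difference in gene expression between AU and AI rats.

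The correlation between the tasks' statistics is not explained by chance: 1 of 100 relabellings, the real one, gave r as high as 0.5262, and the highest other gave 0.4996. It was 0.2256 with the RNA quality covariate, so a shared difference in RNA quality may account for part of it. A difference between AU and AI rats common to both tasks stays open and was not tested apart from it.

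The share of increases among called probesets was 90.71%, and 83.29% after centring each array on its median, a smaller move than between-array normalization as the whole cause would need. With the RNA quality covariate 1 probeset was called, and with RNA quality and dissection together 5, of which 60% were higher. So few calls cannot decide the share. Of the 810 increases, 94.8% had a negative slope on RNA quality, against 54.9% of all probesets. All 810 stayed positive with the covariate, but they were chosen as positive in these arrays, so this decides nothing. RNA quality and a biological difference stay open for this share.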

How the results depend on the processing

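The hexokinase covariate, the RNA quality and dissection covariates together and the Welch statistic were chosen after seeing the data. The limit of 4 on the mean and no limit gave identical counts because no probeset has a mean under 4, so they say nothing about stability. AU-S against AI-S (67 called) moved to 9 with median centring, 12 with quantile normalization, 551 with array weights, 3 with the replicate block, 1 with the RNA quality covariate, 1 with dissection covariates, 0 with hexokinase, 0 with RNA quality and dissection, 170 with SAM and 133 with Welch's statistic. AU-NS against AI-NS (0) rose to 40 with array weights, 163 with the 4-group fit and 59 with SAM. AU-act against AI-act (893) moved to 591 with the replicate block, 1 with the RNA quality covariate, 0 with hexokinase and 5 with RNA quality and dissection, with 60% higher. The correlation of 0.5262 moved to 0.2256, 0.1969 and 0.2886 under those last 3 covariates, and the Fig. 8 and Table S2 counts went to 0 under each. Fig. 8 gave 7 with every probeset of a gene. The covariates are weighed above for AU-act against AI-act and for AU-S against AI-S. For the replicate block, arrays with the same number were not more alike (mean similarity -0.0831, against 0.0118 for other numbers). Only 1 of 31 arrays was most like those of its own number. This argues against a pairing of arrays by number as the cause of the falls with the block. The cause of the other moves was not tested. The 45 named probesets called at 0.05 that were followed through the alternatives kept their direction wherever measured, and 35 or more stayed called except with the RNA quality (0), hexokinase (0) and joint (1) covariates. The dimmer Adam10 probeset is not among them, and went from 0.70 to 0.10 with the RNA quality covariate and to -0.08 with hexokinase. Without 1 array, AU-S against AI-S ranged from 5 to 448: without AI-S replicate 1 it was 338, 2 12, 3 7, 4 9, 6 5, 7 448 and 8 7, and without AU-S replicate 1 it was 13, 2 14, 3 5, 4 8, 5 6, 6 40, 7 43 and 8 16. AU-NS against AI-NS ranged from 0 to 208 (without AI-NS replicate 3; 2 without AU-NS replicate 5, 1 without AU-NS replicate 8), AU-act against AI-act from 621 to 1181, the share higher from 86.7% to 93.08%, Fig. 8 from 3 to 4 and Table S2 from 51 to 86. The spatial separation of 0.001036 ranged from 0.0007631 to 0.00154, and that of all arrays from 0.001068 to 0.001597. Background was not measured; 14858 probesets have a mean above 6.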

Differences from the paper's values

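The Welch statistic was chosen after seeing the values. The paper's text gives over 250 probesets between AU-S and AI-S at an FDR of 0.1, and 67 were found here with limma. Of the alternatives set before the data were examined, SAM gave 170, and the others did not come that near. That is within 1.5 times 250, which is only a lower bound in the paper, so the gap may be larger. The Welch statistic, chosen after seeing the values, gave 133. For the increases the paper shows about 220 in Fig. 2B, read by eye, against 63 here (148 with SAM, the nearest), and for the decreases about 40 in Fig. 2B, read by eye, against 4 here (22 with SAM and 73 with array weights, neither within 1.5 times). For AU-NS against AI-NS the paper shows about 10 increases and about 1 decrease in Fig. 2C, read by eye, against 0 and 0 here with limma, where 1858 had an unadjusted p under 0.05; array weights gave 38 and 2, the 4-group fit 157 and 6, and SAM 53 and 6, and no alternative was within 1.5 times. For decreases in AU-act the paper shows about 160 in Fig. 3B, read by eye, against 83 here; median centring (135), quantile normalization (119), array weights (155) and SAM (144) came within 1.5 times, as did the Welch statistic chosen after seeing the values (119), and the others did not.

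The paper counts 9 of the genes of Fig. 8 as higher at an FDR of 0.1, and 3 were found here with the brightest probeset of each of 16 measured genes. Counting every probeset of a gene gave 7, within 1.5 times, and the other alternatives gave 0 to 4. The fold of Gabbr1 is about 2.3 in Fig. 8, read by eye, and was 1.02 here at its brightest probeset and 2.303 at another. The fold of Gabrb2 is about 1.6 in Fig. 8, read by eye, and was 0.984 here and 1.59 at another probeset. For both, only every probeset of a gene closed the gap.

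In Table S2, the paper's AU activated fold is 1.82487 for Zranb2, 1.98545 for the cannabinoid receptor gene Cnr1, 1.85145 for Rasgrp1 and 2.38901 for Tmod2, against 1.13967, 1.3083, 1.17417 and 1.22092 here. Over all 92 probesets the folds computed here lay within 0.1% of the column headed Young Spatial Learning for 85 and of the column headed AU activated for 7. In the column headed Young Spatial Learning the values for these 4 probesets are those computed here, so with the 2 headings exchanged none (0) of the 4 differs. For Cnr1, array weights (1.354) and the dissection covariates (1.328) came within 1.5 times the AU activated fold, and the other alternatives did not. For Zranb2, Rasgrp1 and Tmod2 no alternative did.

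The paper names Ntrk2 and Snap25 among genes with highly significant statistics; the brightest probeset of Ntrk2 had -0.01 (adjusted p = 0.956) and Snap25 had 0.06 (adjusted p = 0.157), while another Ntrk2 probeset had 0.23 (adjusted p = 0.00160). Snap25 did not pass with SAM (q = 0.0793), and it passed with the Welch statistic chosen after seeing the values, at 3.276 against a threshold of 3.093. For 91 of the 92 probesets of Table S2, the Welch statistic equals a d value printed there. The paper states that Adam10 is higher in AU-act rats; its brighter probeset had 0.35 (adjusted p = 0.177) and its dimmer 0.70 (adjusted p = 0.0383).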

Other observations

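At the brightest probeset of each gene, Kit was the only cell marker that passed between AU-act and AI-act rats. At other probesets 3 astrocyte markers were higher (Gja1 by 0.69, Glul by 0.37, Slc1a3 by 0.20), 3 oligodendrocyte markers (Mobp by 0.39, Ermn by 0.35, Mbp by 0.16) and 2 CA3 markers (Bok by 0.23, Dkk3 by 0.19). At the brightest, all 12 microglia markers had a negative AU-act minus AI-act difference, with a median of -0.15 and 0 past limma's threshold (adjusted p = 0.0277 by camera; adjusted p = 0.597 with an estimated correlation), and all 10 genes of MHC and complement were negative, with a median of -0.07 (adjusted p = 0.143). After quantile normalization camera gave the microglia list an adjusted p of 0.0546. Astrocyte (15 measured, adjusted p = 0.292), oligodendrocyte (17, 0.124), oligodendrocyte precursor (4, 0.407), endothelial and mural (14, 0.471), meningeal (5, 0.282) and ependymal markers (4, 0.282) had 0 past the threshold, and choroid plexus (1 measured) and blood markers (2) were too few for camera. With every probeset of a gene, 8 lists went past camera that had not before: upward, oligodendrocyte (median 0.08, adjusted p = 0.0139), astrocyte (median 0.06, adjusted p = 0.0369) and CA3 markers (median 0.07, adjusted p = 0.0363), Rab GTPases (0.000747), LTP genes of the paper (0.000786), plasticity kinases (0.0139) and heat shock genes (0.0225), and downward, activity-regulated genes (0.0155). An estimated correlation was not run over every probeset, and at the brightest no list passed with it (smallest adjusted p = 0.0857). Probesets of 1 gene are not independent, so the camera p-values over every probeset may be too small. Kit is 1 of 10 interneuron markers (list adjusted p = 0.738). Pyramidal markers of CA3 (8, adjusted p = 0.113, 2 higher when adjusted over the list alone), CA1 (9, 0.326) and CA2 (6, 0.446), and dentate granule markers (5, 0.446) had 0 past the threshold over all probesets.

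Ribosomal protein genes had a median of -0.05 with 0 of 24 past (adjusted p = 0.0351; adjusted p = 0.658 with an estimated correlation). Of 40 genes of oxidative phosphorylation, Sdha, a subunit of succinate dehydrogenase, rose by 0.15 (adjusted p = 0.0290), with a list adjusted p of 0.446. It did not pass when any 1 of 3 arrays was left out, and it had 0.17 (adjusted p = 0.192) with the RNA quality covariate. Of 18 heat shock and chaperone genes, Hspa9, a mitochondrial chaperone, rose by 0.19 (adjusted p = 0.0481), with a list adjusted p of 0.142. It did not pass when any 1 of 20 arrays was left out, and it had 0.06 (adjusted p = 0.73) with the covariate. Glucocorticoid-responsive genes (14, median -0.06, adjusted p = 0.124) and voltage-gated potassium channels (15, adjusted p = 0.282) had 0 past at the brightest probesets. At any probeset 4 heat shock and chaperone genes were higher, and Fam107a of the glucocorticoid list was higher by 0.38 (adjusted p = 0.00298). With the covariate, 3 lists went past camera downward that had not before: glucocorticoid-responsive genes (median -0.14, adjusted p = 0.00158), activity-regulated genes (median -0.06, adjusted p = 0.00494) and CA1 markers (median -0.21, adjusted p = 0.0290). Ribosomal protein genes (adjusted p = 0.0236) and microglia markers (adjusted p = 0.0402) stayed past downward. With the covariate and an estimated correlation, an alternative chosen after seeing the values, no list passed, and the smallest adjusted p was 0.31.

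The 67 probesets between AU-S and AI-S were called as often in 1 of 100 splits, the real one, and the highest other called 4. For counts of 0, other splits say only that chance gives as many: in 100 of 100 splits for AU-NS against AI-NS (highest other 23), for AI-S against AI-NS (2808), for AU-S against AU-NS (2) and for the interaction (1352). Any probeset was called in only 4 of 100 splits for AI-S against AI-NS and in 6 of 100 for the interaction. What set the splits with 2808 and 1352 apart was not tested.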
